# Mechanisms of Impaired Lung Development and Ciliation in Mannosidase-1-Alpha-2 (*Man1a2*) Mutants

**DOI:** 10.3389/fphys.2021.658518

**Published:** 2021-07-14

**Authors:** Mylarappa Ningappa, Morayooluwa Adenuga, Kim A. Ngo, Nada Mohamed, Tejaswini Narayanan, Krishna Prasadan, Chethan Ashokkumar, Jishnu Das, Lori Schmitt, Hannah Hartman, Anuradha Sehrawat, Claudia M. Salgado, Miguel Reyes-Mugica, George K. Gittes, Cecilia W. Lo, Shankar Subramaniam, Rakesh Sindhi

**Keywords:** congenital lung and liver, multisystem disease, prevention, NAC (N-acetylcysteine), *Man1a2* mutants

## Abstract

**Background:**

Ciliary defects cause heterogenous phenotypes related to mutation burden which lead to impaired development. A previously reported homozygous deletion in the *Man1a2* gene causes lethal respiratory failure in newborn pups and decreased lung ciliation compared with wild type (WT) pups. The effects of heterozygous mutation, and the potential for rescue are not known.

**Purpose:**

We hypothesized that survival and lung ciliation, (a) would decrease progressively in *Man1a2*^+/−^ heterozygous and *Man1a2*^–/–^ null newborn pups compared with WT, and (b) could be enhanced by gestational treatment with N-Acetyl-cysteine (NAC), an antioxidant.

**Methods:**

*Man1a*2^+/–^ adult mice were fed NAC or placebo from a week before breeding through gestation. Survival of newborn pups was monitored for 24 h. Lungs, liver and tails were harvested for morphology, genotyping, and transcriptional profiling.

**Results:**

Survival (*p* = 0.0001, Kaplan-Meier) and percent lung ciliation (*p* = 0.0001, ANOVA) measured by frequency of Arl13b^+^ respiratory epithelial cells decreased progressively, as hypothesized. Compared with placebo, gestational NAC treatment enhanced (a) lung ciliation in pups with each genotype, (b) survival in heterozygous pups (*p* = 0.017) but not in WT or null pups. Whole transcriptome of lung but not liver demonstrated patterns of up- and down-regulated genes that were identical in living heterozygous and WT pups, and completely opposite to those in dead heterozygous and null pups. Systems biology analysis enabled reconstruction of protein interaction networks that yielded functionally relevant modules and their interactions. In these networks, the mutant Man1a2 enzyme contributes to abnormal synthesis of proteins essential for lung development. The associated unfolded protein, hypoxic and oxidative stress responses can be mitigated with NAC. Comparisons with the developing human fetal lung transcriptome show that NAC likely restores normal vascular and epithelial tube morphogenesis in *Man1a2* mutant mice.

**Conclusion:**

Survival and lung ciliation in the *Man1a2* mutant mouse, and its improvement with N-Acetyl cysteine is genotype-dependent. NAC-mediated rescue depends on the central role for oxidative and hypoxic stress in regulating ciliary function and organogenesis during development.

## Introduction

Cilia formation and function are regulated by distinct genes in key developmental pathways and gene networks (McClintock et al., 2008; Van Dam et al., 2013; Toriyama et al., 2016). Dysregulation of these genes underlies a variety of congenital defects. Thus, modeling rescue of ciliary dysgenesis is essential to developing therapeutic approaches. This task can be challenging for diseases with a heterogeneous phenotype that may involve the combined effect of several mutations on multiple organ systems. Primary ciliary dyskinesias (PCD), a heterogenous disease that affects the lungs, sinuses, and middle ear due to abnormal motile cilia illustrates these challenges (Horani et al., 2016). Although autosomal recessive inheritance of causal variants in over 30 genes occurs in over half of all patients, the disease is unexplained in the remainder. Possible reasons include compound heterozygosity or the combined effect of variants in a single allele of two or more ciliary genes (Horani et al., 2016; Poprzeczko et al., 2019). Another example is biliary atresia (BA), a congenital liver disease with a heterogenous phenotype which can also involve cardiovascular and genitourinary systems. BA also has a complex genetic basis (Schwarz et al., 2013) and is associated with sequence variants in the ciliogenesis and planar polarity effector or the CPLANE network genes, *GPC1, ADD3, ARF6, EFEMP1*, and *MAN1A2*. These variants have modest contributions to disease in genome-wide association studies (Cheng et al., 2013; Cui et al., 2013; Ningappa et al., 2015; Chen et al., 2018; So et al., 2020). Thus, model systems for ciliary disease must incorporate the ability to study the effect of mutation burden on the phenotype and its rescue with novel strategies.

Recently, we have shown that *Man1a2*^−/−^ newborn pups which are known to develop lethal respiratory failure due to homozygous deletion of the second *Man1a2* exon, also showed poor lung ciliation, and abnormal biliary epithelial proliferation (Tremblay et al., 2007; So et al., 2020). Further, several ciliary genes and pathways were dysregulated in the liver transcriptome of *Man1a2* null compared with wild type (WT) newborn pups. The affected pathways included hedgehog, epidermal growth factor and transforming growth factor signaling (Anvarian et al., 2019). These pathways have a significant role in branching morphogenesis of epithelial duct networks during the development of organs like the lung, mammary gland, prostate and liver, as well as left-right patterning (Anvarian et al., 2019). Ciliation was difficult to demonstrate in liver of the *Man1a2*^–/–^ mutant mice but was visualized in respiratory epithelial cells with immunostaining of ADP Ribosylation Factor Like GTPase 13B (Arl13b), a regulatory GTPase highly enriched in cilia (Larkins et al., 2011; So et al., 2020). It is not known whether ciliation and survival were adversely affected to an intermediate level by a single copy of the heterozygous deletion in *Man1a2*^+/–^ pups, compared with WT or null pups, and whether these defects could be reversed with treatment.

In this study, we examined whether survival and ciliation was affected adversely by increasing doses of the *Man1a2* exon 2 deletion, and whether these defects could be rescued with an antioxidant like N-acetyl cysteine (NAC). NAC reverses oxidative stress by restoring glutathione stores (Kerksick and Willoughby, 2005). NAC improves ciliation of respiratory epithelial cells infected with respiratory syncytial virus and increases ciliary beat frequency of sinonasal cilia (Mata et al., 2012; Kapusz Gencer, 2016). NAC also prevents congenital heart defects induced by pre-gestational diabetes in animal models (Moazzen et al., 2014). In murine renal epithelial cells, reduced ciliary length induced by oxidative stress is rescued with antioxidants (Kim et al., 2013).

## Materials and Methods

Mannosidase-1- α -2 mice were obtained from Jackson Labs (Catalog#007672) and the colony was maintained by breeding 12 to 48 week old heterozygous *Man1a2*^+/–^ mice. Both male and female mice were fed with NAC solution to provide NAC up to 1 g/kg body weight (Marian et al., 2006) or with the placebo (water), 1 week prior to breeding and continued until delivery of offspring. The survival of newborn pups was monitored every 8 h for 24 h. Surviving pups were euthanized 24 h after birth. Lung and liver tissue were harvested immediately upon death or 24 h after birth. Tissue histology was assessed with hematoxylin-eosin staining. Additionally, the lung tissue was immunostained for the ciliary protein Arl13b (Larkins et al., 2011). The frequency of Arl13b^+^ cells was used as a measure of lung ciliation. All newborn pups were genotyped for *Man1a2* mutation from tail DNA. Detailed methods are provided in the Supplementary Material.

### Immunohistochemistry and Quantification

Lung samples were fixed overnight with 10% Neutral buffered formalin (Leica Biosystems Inc., Buffalo Grove, IL, United States), dehydrated using 30% sucrose overnight then embedded in optimal cutting temperature (OCT) compound, snap-frozen by liquid nitrogen, and sectioned at 7 μM. Heat mediated antigen retrieval was performed for 20 min in a steamer using Citrate Buffer (Abcam, Cambridge, MA, United States). Slides were incubated with mouse monoclonal anti-Arl13b antibody (75–287, clone N295B/66, UC Davis/NIH NeuroMab Facility, Davis, CA, United States) at 4°C overnight and then incubated with Cy3-rabbit anti-mouse antibody (Jackson ImmunoResearch Labs, West Grove, PA, United States) for 1 h at room temperature (RT), the following day. Nuclear staining and mounting were performed using Fluoroshield with DAPI (Sigma-Aldrich, St. Louis, MO, United States). The percent ciliation was expressed as percentage of Arl13b^+^ cells per section were quantified using ImageJ software from at least six sections that were 100 μm apart for each mouse offspring. This measurement was expressed as percent ciliation.

#### Quantitative Real Time PCR

Total RNA was extracted from lung and liver of mice offspring using RNeasy Mini Kit (Qiagen, Valencia, CA, United States) and reverse-transcribed to cDNA using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, United States). Quantitative PCR was performed with SYBR Green/ROX qPCR master mix (Fermentas, Glen Burnie, MD, United States) using primers for *Man1a2* exon-2 (forward: 5′-CAAAGTAGCCCAAGCAATGAA 3′, reverse:5′-TCTTGAT CTCCATGTCTTCTGG-3′), *Arl13b* (forward: 5′-ACCAGTGGT CTGGCTGAGATTG-3′, reverse:5′-CATCACTGTCCTTCTCC ACGGT-3′), *Ift74* (forward: 5′-GGCACAGATAGAAGCCAGC ATC-3′), reverse:5′-CAGCTCTTGGTTGGTGATGGAG-3′), and *Dnah11* (forward: 5′-GCCATCACTTCGGTTCCAGAGA-3′, reverse:5′-GGTCTCTTTAGGACTGTCAGGAG-3′), and beta-actin (forward: 5′-ctaaggccaaccgtgaaaag-3′, reverse: 5′-accagaggcatacagggaca-3′) (IDT DNA technologies, Coralville, IA, United States). Target gene expression levels were normalized to beta-actin.

### Lung Morphology

We performed hematoxylin-eosin staining of lung sections to assess morphology in placebo and NAC-treated pups in live WT and heterozygous pups, and dead heterozygous and null pups.

#### Whole Transcriptome RNA Sequencing

Total RNA samples from explanted lung and liver tissue from each of NAC and Placebo groups were pooled from 3 independent experiments per pool for live WT, live *Man1a2*^+/−^, dead *Man1a2*^−/−^, and from 2 independent experiments for dead *Man1a2*^+/−^. The RNA quality evaluated by the 5300 Analytical Fragment Analyzer (Agilent, Santa Clara, CA, United States) showed an average RIN value of 9.25 with a range of 7.9–10 (Supplementary Table 1). RNA libraries were generated using Illumina Truseq stranded mRNA. Purified RNA was fragmented using divalent cations under elevated temperature, and fragments copied into first strand cDNA using reverse transcriptase and random primers, followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. After adding a single “A” base, cDNA was ligated to the adapter, purified, and enriched with PCR to create the final cDNA library. Libraries were validated using KAPA Biosystems primer premix kit with Illumina-compatible DNA primers and Qubit 2.0 fluorometer. Quality was examined using Agilent Bioanalyzer TapeStation 2200, and libraries pooled at a final concentration 1.8 pM. Cluster generation and 100 bp paired-end sequencing was performed on Illumina Novaseq 6000 to obtain up to 20 million reads.

mRNAseq data were processed by first trimming adapters. Trimmed reads were then aligned to Ensembl mouse reference genome (version Mouse.B38) using the Omicsoft Sequence Aligner (OSA) (Hu et al., 2012) on Array Studio V10.1, with index built to Ensembl genome for cDNA and ncRNA genome sequences. Uniquely mapped and quantified transcript abundances from OSA output were imported into R software (version 4.0.3) for downstream differential analysis. Differential expression analysis of mRNAseq data was performed using edgeR package (version 3.30.3) (Robinson et al., 2010; McCarthy et al., 2012) in R software. Differentially regulated genes in NAC-treated offspring were identified using the two criteria: under the exact test with dispersion set to biological coefficient of variation (bcv) to 0.2 method and |log_2_ fold change (FC)|≥1 compared to placebo offspring. Furthermore, the expression values of identified differentially expressed transcripts were visualized in log_2_FC of FPKM using the heatmap package (version 1.0.12) in R without any clustering.

#### Gene Enrichment Analysis of Significant Differentially Expressed Genes in NAC-Treated Newborn Pups

Gene ontology analysis for biological processes indicated by differentially regulated genes in NAC-treated mice was performed using enrichR package (version 2.1) in R software. Also, with enrichR package, functional enrichment for KEGG 2019 mouse pathways was used to assess for enrichment of significant biological pathways using KEGG 2019 mouse database. Significant GO terms for biological processes and KEGG pathways were selected under the adjusted *p*-value cutoff of 0.05 (Chen et al., 2013; Kuleshov et al., 2016). Important biological processes and pathways related to NAC effects on lung morphology, developmental pathways and significant processes were further analyzed in protein-protein interaction network.

Differentially expressed genes were identified in (a) the CPLANE network of 2436 unique genes (Toriyama et al., 2016) and the related PCD ciliopathies (Bergström et al., 2012), (b) oxidative stress response genes (Rotblat et al., 2013; Kim et al., 2018) and GO:0034599, related cellular response to hypoxia (GO:0071456), and glutathione metabolic processes, GO:0006749, (c) lung organogenesis pathways of lung development (GO:0030324 and GO:0060428), branching morphogenesis of an epithelial tube (GO:0048754), and endothelial tube morphogenesis (GO:0061154 and GO:0001885). (d) To understand the role of the genotypic background, we also evaluated differentially expressed genes among interactors with Man1a2 in the STRING database, the N-glycan synthesis (KEGG pathway_hsa00510) and the unfolded protein response (GO:0006986; Reactome pathways_R-HSA-381119) pathway, which mediate the endoplasmic reticulum stress response. Man1a2 regulates proteoglycan maturation within the Golgi complex.

#### Integrative Network Reconstruction

The mouse DEG-encoded proteins in NAC-treated offspring and protein-protein interaction (PPI) networks were generated using online STRING^1^ with a high confidence interaction score of 0.900 and active interaction sources from databases and experiments. The protein interaction relationship network was then imported into Cytoscape (version 3.8.2) by stringApp (version 1.6.2) for visualization (Shannon et al., 2003; Chin et al., 2014; Doncheva et al., 2019).

### Statistical Methods

Statistical tests were performed using GraphPad prism software and included Fisher’s exact test, Kaplan-Meier survival analysis using the log-rank (Mentel-Cox) test, ANOVA test for one-way analysis of variance between three groups, and the Holm-Sidak’s test for pairwise comparisons.

## Results

### Man1a2 Genotype Determines Survival, and Lung Ciliation in Newborn Pups

Survival analysis showed a dependency on the number of copies of the *Man1a2* deletion. The survival of newborn pups decreased, from 85% in WT to 76% in heterozygous, and no survival in homozygous *Man1a2* mutants, *p* = 0.0001, Log rank test (Figure 1A). This was accompanied by a corresponding genotype-dependent decrease in the frequency of Arl13b^+^ respiratory epithelial cells in the lungs, from a mean of 83% in WT to 27% in heterozygous, and 16% in null pups, *p* = 0.0001, ANOVA (Figure 1B).

**FIGURE 1:**
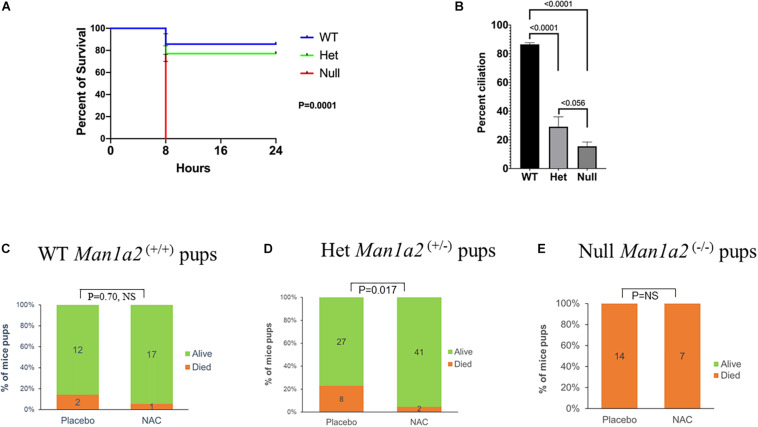
Kaplan-Meier survival curves **(A)** and lung ciliation **(B)** in newborn pups by genotype, WT, heterozygous (*Man1a2*^+/–^) and null (*Man1a2*^–/–^). Effects of placebo and NAC exposure on survival in WT **(C)** and heterozygous **(D)** newborn pups, and null **(E)** dead pups. The percent ciliation was expressed as percentage of Arl13b^+^ cells quantified using ImageJ software.

### Gestational Treatment With NAC Improves Survival of*Man1a2*^+/–^ Heterozygous Pups

Next, we evaluated whether NAC could rescue newborn one-day old *Man1a2* mutant pups. Gestational treatment with NAC resulted in survival of 41 of 43 or 95% of *Man1a2*^+/–^ heterozygous pups compared with 27 of 35 or 77% placebo-treated heterozygous pups (*P* = 0.017) (Figure 1D). NAC treatment of wild-type pups did not show significant survival difference when compared to placebo-treated WT pups, 94 vs. 86% (*p* = 0.70, NS) (Figure 1C). All *Man1a2*^−/−^ pups in the NAC supplemented and placebo groups died within 1 h of birth (*P* = NS) (Figure 1E).

### Gestational NAC Treatment Improves Lung Ciliation and Ciliary Gene Expression in Heterozygous *Man1a2*^+/–^ Pups

Heterozygous *Man1a2*^+/–^ pups from NAC-treated group exhibited significantly higher percent lung ciliation or frequencies of Arl13b^+^ cells, 49.7 vs. 29.1% (*P* = 0.048) and expression of the corresponding Arl13b gene (*p* = 0.002) in the lung compared with heterozygous pups in the placebo-treated group (Figure 2, Supplementary Table 2). Similarly, lung tissue from NAC-supplemented *Man1a2*^–/–^ null pups exhibited a significantly higher percent lung ciliation than the placebo-treated group (25 vs. 15.5%, *p* = 0.025); however, the numerically higher expression of the corresponding Arl13b gene did not achieve statistical significance (*p* = 0.081) (Supplementary Table 2). In WT *Man1a2* pups treated with NAC, percent ciliation was unaffected despite higher *Arl13b* gene expression (*p* = 0.044), compared with placebo (Supplementary Table 2).

**FIGURE 2:**
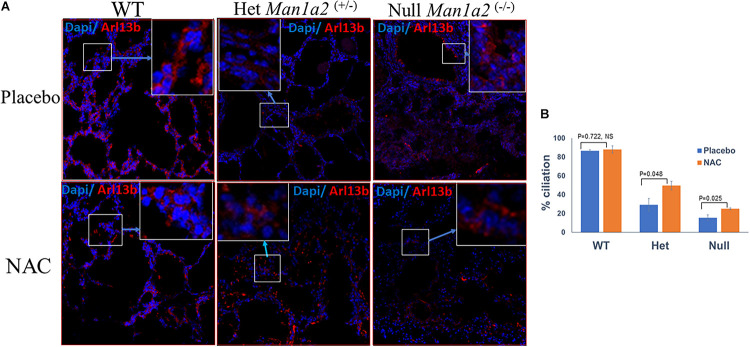
**(A)** Confocal microscopy show Arl13b^+^ cells and nuclei (blue, Dapi) in the lung sections of placebo (tow row) and N-Acetyl-cysteine-treated *Man1a2* WT and heterozygous (*Man1a2*^+/–^) newborn pups, and null (*Man1a2*^–/–^) dead pups. Scale bars: 50 μm. **(B)** Mean ± SEM frequencies of Arl13b^+^ cells in lungs from the three groups of pups. The percent ciliation was expressed as percentage of Arl13b^+^ cells quantified using ImageJ software. WT, Wild type; Het, Heterozygous *Man1a2*^(+/–)^; Null, *Man1a2*^(–/–)^. The inset shows a high-magnification image of the Arl13b^+^ cells area represented by the white rectangle. Four replicates were performed for all experiments. Error bars: SEM.

We have previously shown downregulation of the ciliary genes, *Ift74*, and *Dnah11* in the liver, and of the protein Arl13b in the lungs of untreated *Man1a2*^–/–^ mutants (So et al., 2020). Here we found that NAC exposure resulted in upregulation of all three genes in lung tissue from newborn pups of all genotypes (Supplementary Table 2). Surprisingly, NAC exposure also enhanced expression of the *Man1a2* exon-2 transcripts in heterozygous and WT newborn pups. We did not detect *Man1a2* exon-2 transcripts in lungs from *Man1a2*^–/–^ null newborn pups in NAC-treated and placebo groups, because these pups lacked the corresponding DNA sequence. This experiment shows that NAC exposure enhanced ciliogenesis in the lung. Further, oxidative stress and its modulation by NAC also appears to regulate *Man1a2* expression.

### The Effects of N-Acetyl Cysteine on Lung Morphology and Developmental Pathways Are *Man1a2* Genotype Dependent and Organ-Specific

The structure of pulmonary alveolus of newborn mice includes an alveolar space of approximately 40 to 80 μm, depending on the sectioning level of the specimen from which the measurement results are obtained. The alveolar epithelium is still cuboidal at first and matures into simple squamous type a few days after birth. Generally, the interalveolar septa are 2 to 4 cells thick, and are composed of alveolar epithelial cells and interalveolar capillaries (Kaufmann, 1992; Rieger-Fackeldey et al., 2014). In our study, alveolar development differed visibly with larger and more numerous alveoli in living heterozygous and WT pups and fewer and smaller alveoli in null and heterozygous pups that died in the placebo treated groups (Figures 3A–D, Supplementary Figures 1A–D). NAC treatment enhanced the numbers and size of the alveoli in live heterozygous pups (*P* = 0.01), but not in heterozygous and null pups that died (Figures 3E–H and Supplementary Figures 1E–H, 2, and Supplementary Table 3).

**FIGURE 3:**
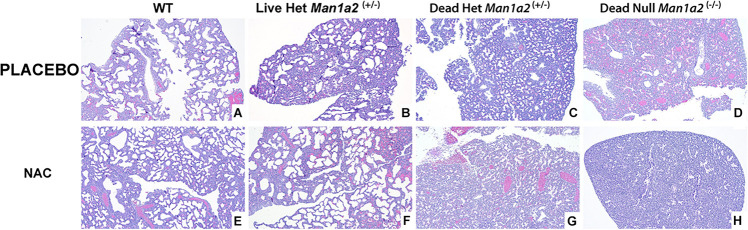
Lung morphology showing striking differences in alveolar development in mice treated with placebo (upper row **A–D**) or NAC (Lower row **E–H**). **(A)** Wild type-placebo; **(B)** Heterozygous, live-placebo; **(C)** Heterozygous, dead-placebo; **(D)** Null, dead-placebo; **(E)** Wild type-NAC; **(F)** Heterozygous, live-NAC; **(G)** Heterozygous, dead-NAC; **(H)** Null, dead-NAC Upper row shows animals treated with placebo. There is a progressive arrest in alveolar development WT to dead null pups. NAC treatment (lower row) has a similar progressive arrest in alveolar development. However, live NAC-treated heterozygous pups show higher counts and size of alveoli similar to NAC-treated WT pups. WT, Wild type; Het, Heterozygous *Man1a2*^(+/–)^; Null, *Man1a2*^(–/–)^.

For transcriptomic analysis, we selected only those genes in the abovementioned pathways for which NAC-induced differential expression of log_2_FC could be measured in all four groups. 

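RNA from lung and liver of live WT, live heterozygous, dead heterozygous and dead null newborn pups was sequenced after gestational exposure to NAC, an antioxidant that restores glutathione, or to placebo. RNA of 3 experiments was pooled before sequencing, and of 2 for dead heterozygous pups, as the methods state, while a supplementary legend gives both 3 and 2 for dead null pups. This gave 1 library per pup group, treatment and tissue, 16 in all. A difference between the NAC and the placebo library of a group therefore has no replicate check. The authors aligned the reads to the mouse genome build GRCm38 and deposited an estimated count of reads for each gene symbol, without normalization. Between 6.5% and 8.24% of the values in a library were not whole numbers, and all values were rounded to whole counts first. The 8 libraries labelled lung held from 7236906 to 15813457 counts, with a median of 11478964, and the 8 labelled liver from 7739056 to 16107764, with a median of 13018492. The paper states up to 20000000 reads, and the values here use the counts. A single ribosomal RNA symbol, Rn45s, took from 0.85% to 26.19% of a library's counts. Counts were scaled by edgeR's TMM method over the 16 libraries, and NAC was compared with placebo by edgeR's exact test with the paper's biological coefficient of variation of 0.2, which is assumed and not estimated. A gene passed the criteria with an absolute log2FC of at least 1, as in the paper, and a Benjamini-Hochberg adjusted p-value under 0.05, a threshold chosen here. Such a test compares the 2 libraries, not the conditions. In lung, 7505 of 13941 genes with a mean of at least 1 count per 1000000 counts (CPM) passed in live WT pups (3605 higher with NAC and 3900 lower), and 8065 of 13876 passed in live heterozygous pups (3808 higher and 4257 lower). Among dead pups, 6931 of 14178 genes passed in heterozygous lung (3546 higher and 3385 lower) and 6041 of 13978 in null lung (2953 higher and 3088 lower). A coefficient of variation of 0.4 left 3694, 4047, 3426 and 1859 genes in these 4 comparisons. Of these genes 50.9%, 47.8%, 48% and 35.3% were higher with NAC, so that the split in dead null lung became uneven (656 higher and 1203 lower).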

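The targeted gene, Man1a2, lies on the minus strand of chromosome 3 from 100562208 to 100685503 (GRCm38), and its exon 2, which the null allele lacks, from 100656019 to 100656274, a length of 256 bp. Counts were deposited by gene, so reads on exon 2 are not separated from those on the other exons. Over the placebo and the NAC library in turn, Man1a2 had 34.5 and 47.4 CPM in the libraries labelled live WT lung, 48.2 and 41.4 in live heterozygous lung, 57.0 and 38.3 in dead heterozygous lung and 49.4 and 34.3 in dead null lung. In the libraries labelled liver it had 75.5 and 29.7 in live WT, 63.8 and 51.9 in live heterozygous, 41.2 and 58.8 in dead heterozygous and 60.4 and 34.9 in dead null pups. The tissue labels were checked with 12 genes of lung, such as Sftpc and Nkx2-1, and 12 of liver, such as Alb and Hnf4a. These genes were listed before the counts were examined but after Supplementary Table 4, with log2FC from these same libraries, had been read. In 9 of the 16 libraries the median log2(CPM + 1) of the other tissue's genes was above that of the labelled tissue's. Among libraries labelled lung, the liver genes had a median of 12.59 and the lung genes of 0.81 in live WT with placebo. These medians were 12.24 and 0.83 in live heterozygous with placebo, 12.71 and 1.09 in dead heterozygous with NAC, and 13.27 and 1.16 in dead null with NAC. The library labelled dead null lung with placebo held both sets at 9.76 and 9.44. Among libraries labelled liver, the lung genes had a median of 9.72 and the liver genes of 1.17 in live WT with placebo, 9.70 and 3.10 in live heterozygous with placebo, 9.85 and 1.77 in dead heterozygous with NAC, and 9.48 and 2.45 in dead null with placebo. The labelled tissue's genes were the higher in the other 7 libraries. In each of the 8 comparisons of NAC with placebo, all 12 lung genes changed in one direction and all 12 liver genes in the other. The choice that moved these values most, a pseudocount of 0.1, left the side of every library in place. The largest shift, in the dead heterozygous placebo library labelled liver, took the lung minus liver difference from -12.62 to -13.98. Every direction given for these data compares libraries by the labels they carry.

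**Figure D1:**
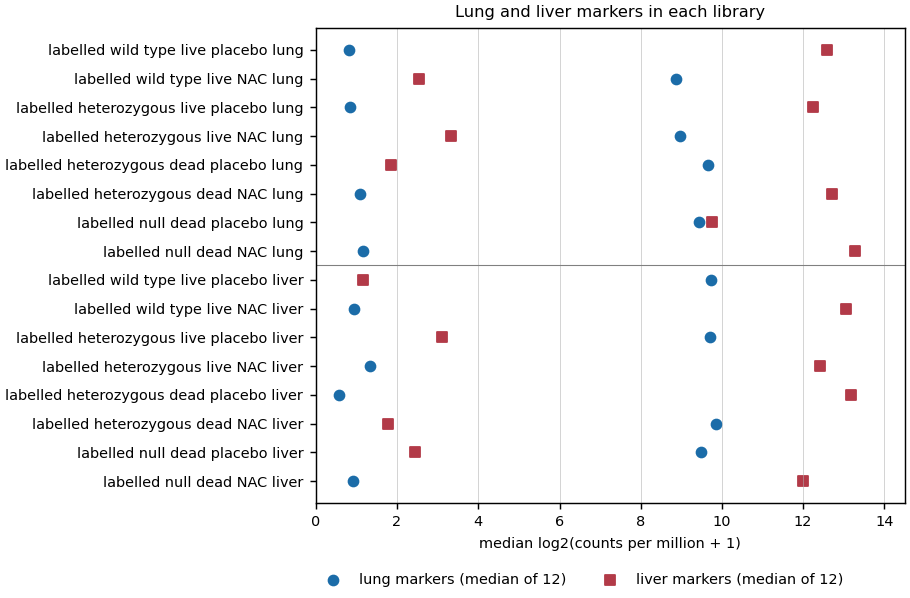
Median log2(CPM + 1) of 12 lung markers (circles) and 12 liver markers (squares) in each of the 16 libraries, named by their labels, with libraries labelled lung above the line. In the library labelled live WT placebo lung the liver markers lie at 12.59 and the lung markers at 0.81, and in that labelled live WT NAC lung at 2.54 and 8.88.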

CPLANE and PCD genes were predominantly upregulated in the lungs of live heterozygous and WT offspring and downregulated in lungs from dead heterozygous and null pups (Supplementary Table 4 and Supplementary Figure 3). 

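In the libraries labelled live WT and live heterozygous lung, all 10 PCD genes of Supplementary Table 4 had a log2FC above 0, with medians of 3.47 to 4.00 and 3.71 to 4.08. In those labelled dead heterozygous and dead null lung none did, with medians of at most -4.14 and at most -3.21. With genes at or under 3 counts in a library, a median is given as a bound, or as the range that those genes allow where it spans more than 0.1. The Wilson 95% interval of a share of 10 in 10 reaches from 72.2 to 100% and covers only the number of genes counted. Of the CPLANE genes, 370 of 448 (82.6%, 95% interval 78.8 to 85.8%) were higher with NAC in live WT lung and 368 of 448 (82.1%, 95% interval 78.3 to 85.4%) in live heterozygous lung, with a median of 1.98 in both. The share was 76 of 448 (17%, 95% interval 13.8 to 20.7%) in dead heterozygous lung and 78 of 448 (17.4%, 95% interval 14.2 to 21.2%) in dead null lung, with medians of -1.72 and -1.32. Among 10000 random gene lists of the same size and mean expression, the median of the PCD genes lay at percentile 99.9 in live WT and 100 in live heterozygous lung, that of the CPLANE genes at 100 in both, and those of both sets at 0 in the dead groups. These percentiles describe the libraries, and the gene sets were chosen by the paper on the same data. Counting only genes with a log2FC of at least 1 or at most -1 moved a share of these sets most, to 21.7% for the CPLANE genes in dead null lung. The direction in the live groups is drawn from placebo libraries labelled lung that held liver markers, and in the dead groups from NAC libraries labelled lung that held them, with the dead null placebo library holding both lung and liver markers.

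**Figure D2:**
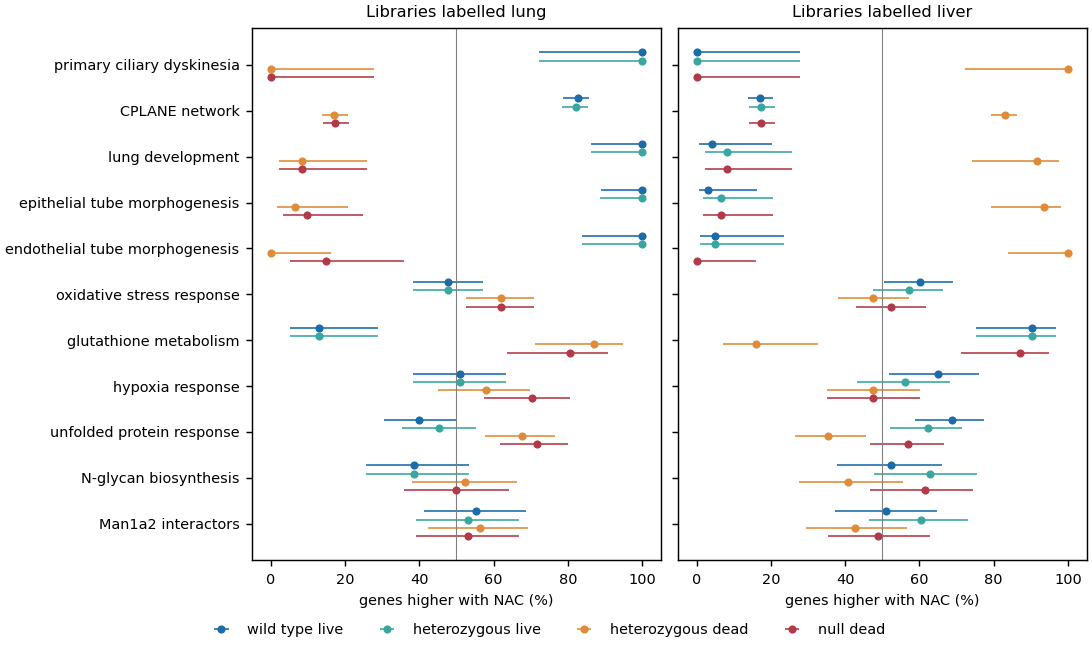
Share of the genes of each category of Supplementary Table 4 with a log2FC above 0 (NAC against placebo, in percent), for the libraries labelled lung (left) and liver (right). Points are pup groups, bars are Wilson 95% intervals over genes, and the line marks 50%. The CPLANE genes lie at 82.6% in live WT lung and 17% in dead heterozygous lung, and at 17% and 83% in the corresponding liver.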

Examples were the PCD genes *Dnah5, Dnah6, Dnah11, Drc1, Dnaaf3, Armc4, Bcl9l, Rsph1, Rsph9, and Ccdc39* (Figure 4A), and the CPLANE network ciliary genes, *Dync1i2, Dync2li1, Ift43, Ift122, Ift172, and Dnah2.* Consistent with this trend, the majority of genes in lung development, epithelial and endothelial development pathways were also upregulated by NAC treatment in live heterozygous pups compared with those that died (Supplementary Figure 3). 

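Dnah11 (chromosome 12, 117877982 to 118199043), which encodes an axonemal dynein heavy chain, had 0.476 CPM with placebo and 10.2 with NAC in the libraries labelled live WT lung, a log2FC of 4.39 (standard error 0.73). Standard errors follow from the assumed coefficient of variation and the counts. In live heterozygous lung its log2FC was 4.26 (standard error 0.67). The NAC libraries of both dead groups held no count of it, against 145 and 109 counts with placebo, so its log2FC there was at most -5.61 and at most -5.21, computed against a floor of 3 counts. Its exons overlap those of Cdca7l on the other strand, and the paper's text does not say whether the counting used the strand. For Dnah5 (chromosome 15, 28203752 to 28472052), at most 1 count was found in 1 library of each comparison, and the log2FC was at least 5.70 in live WT, at least 6.11 in live heterozygous, at most -5.93 in dead heterozygous and at most -5.50 in dead null lung. The smallest changes among the 10 PCD examples were those of Rsph9, at 1.33 in live WT, 1.59 in live heterozygous, -1.21 in dead heterozygous and -1.75 in dead null lung. All 10 examples were higher with NAC in both live groups and lower in both dead groups, and 9, 10, 9 and 9 of them passed the criteria in live WT, live heterozygous, dead heterozygous and dead null lung. With log2(CPM + 1) in place of edgeR's log2FC, Dnah11 stood at 2.93 in live WT and 3.02 in live heterozygous lung. Of the 6 CPLANE examples, 6 were higher in live WT, 5 in live heterozygous, and none in dead heterozygous and dead null lung. The exception was Ift122 (chromosome 6, 115853470 to 115926699), with a log2FC of -0.23 (standard error 0.48) in live heterozygous lung, where it did not pass the criteria and where scaling by library size alone gave 0.05. Dync1i2 passed the criteria in none of the 4 comparisons, at 0.65 in live WT, 0.78 in live heterozygous, -0.49 in dead heterozygous and -0.43 in dead null lung. In live heterozygous lung, 24 of 24 (100%, 95% interval 86.2 to 100%) lung development genes, 30 of 30 (100%, 95% interval 88.6 to 100%) epithelial and 20 of 20 (100%, 95% interval 83.9 to 100%) endothelial tube morphogenesis genes were higher with NAC, with medians of 3.79 to 3.90, 2.76 to 3.00 and 2.11.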

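Foxf1 (chromosome 8, 121084386 to 121088144, GRCm38) had 6.98 CPM with placebo and 301 with NAC in the libraries labelled live heterozygous lung, a log2FC of 5.43 (standard error 0.44), and its log2FC was 5.34 in live WT, -5.12 in dead heterozygous and -3.74 in dead null lung. Foxj1 (chromosome 11, 116330704 to 116335399) had 0.465 CPM with placebo and 40.8 with NAC in live heterozygous lung, a log2FC of 6.42 (standard error 0.72). Its log2FC was 6.31 in live WT, -5.33 in dead heterozygous and -4.73 in dead null lung. Bmp4 (chromosome 14, 46383520 to 46390669), whose exons overlap those of Gm15217 on the other strand, rose from 4.73 to 19.4 CPM in live heterozygous lung, a log2FC of 2.03 (standard error 0.46), and was at 1.39, -2.43 and -2.68 in live WT, dead heterozygous and dead null lung. The 3 genes passed the criteria in all 4 lung comparisons. The placebo libraries labelled live lung, and the NAC libraries labelled dead lung, from which these directions are drawn held liver markers, and so did the dead null placebo library, beside lung markers.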

Examples of upregulated lung development genes include *Foxf1*, critical for alveolar development, *Foxj1*, a master regulator of ciliogenesis, and *Bmp4*, a member of the transforming growth factor pathway. This predominantly upregulated gene expression pattern in live heterozygous pups was also seen in live WT pups. In contrast, dead null pups and dead heterozygous pups demonstrated predominantly downregulated genes in these pathways (Supplementary Table 4 and Supplementary Figure 3). 

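In the libraries labelled live WT lung, 24 of 24 (100%, 95% interval 86.2 to 100%) lung development, 31 of 31 (100%, 95% interval 89 to 100%) epithelial and 20 of 20 (100%, 95% interval 83.9 to 100%) endothelial tube morphogenesis genes were higher with NAC than with placebo. Their median log2FC was 4.12 to 4.80, 2.81 to 3.21 and 2.13, at percentile 100 of the matched random lists for each set. As in live heterozygous pups, the placebo library of this pair was one with liver markers above lung markers.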

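In the libraries labelled dead heterozygous lung, 2 of 24 (8.3%, 95% interval 2.3 to 25.8%) lung development genes were higher with NAC, against 2 of 24 (8.3%, 95% interval 2.3 to 25.8%) in dead null lung. For epithelial tube morphogenesis the numbers were 2 of 31 (6.5%, 95% interval 1.8 to 20.7%) and 3 of 31 (9.7%, 95% interval 3.3 to 24.9%), and for endothelial tube morphogenesis 0 of 20 (0%, 95% interval 0 to 16.1%) and 3 of 20 (15%, 95% interval 5.2 to 36%). The medians in dead heterozygous lung were -3.97, -2.75 and -1.93, and in dead null lung -3.52 to -3.09, -2.53 to -2.03 and -1.56, each at percentile 0 of the matched random lists. Both NAC libraries carried liver markers above lung markers, and the dead null placebo library carried both sets. With library size alone as the scaling, the share of endothelial genes in dead null lung was 5%.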

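Among the libraries labelled liver, 6704 of 14067 genes passed the criteria between NAC and placebo in live WT pups (3418 higher and 3286 lower), 6751 of 14106 in live heterozygous pups (3480 higher and 3271 lower) and 7513 of 14093 in dead null pups (3973 higher and 3540 lower). Of the ciliary genes, no PCD gene was higher with NAC in these 3 groups, and 76 of 448 (17%, 95% interval 13.8 to 20.7%), 78 of 448 (17.4%, 95% interval 14.2 to 21.2%) and 78 of 448 (17.4%, 95% interval 14.2 to 21.2%) CPLANE genes were. Lung development genes were higher in 1 of 24 (4.2%), 2 of 24 (8.3%) and 2 of 24 (8.3%), epithelial tube morphogenesis genes in 1 of 31 (3.2%), 2 of 31 (6.5%) and 2 of 31 (6.5%), and endothelial tube morphogenesis genes in 1 of 20 (5%), 1 of 20 (5%) and 0 of 20 (0%), in live WT, live heterozygous and dead null liver in turn. The median log2FC of the CPLANE genes was -1.53, -1.66 and -1.79. The placebo libraries labelled liver in these 3 groups were the ones with lung markers above liver markers, and their NAC libraries had liver markers above lung markers.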

Corresponding liver tissue from each group showed downregulated genes in these pathways. Upregulation of these genes in liver from dead heterozygous pups was an exception. 

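In the libraries labelled dead heterozygous liver, 6886 of 13933 genes passed the criteria (3376 higher with NAC and 3510 lower). All 10 PCD genes were higher with NAC, with a median log2FC of at least 4.56. So were 372 of 448 (83%, 95% interval 79.3 to 86.2%) CPLANE, 22 of 24 (91.7%, 95% interval 74.2 to 97.7%) lung development, 29 of 31 (93.5%, 95% interval 79.3 to 98.2%) epithelial and 20 of 20 (100%, 95% interval 83.9 to 100%) endothelial tube morphogenesis genes. Their medians were 1.78, 3.80 to 3.96, 3.02 and 2.21. In this group alone among those labelled liver, the lung markers were the higher set in the NAC library and the liver markers in the placebo library.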

Lung tissue from live heterozygous and WT pups demonstrated a more even mix of upregulated and downregulated genes in oxidative stress response pathways (Figure 4B, Supplementary Figure 4). 

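Of the oxidative stress response genes, 49 of 103 (47.6%, 95% interval 38.2 to 57.1%) were higher with NAC in live WT lung, and 49 of 103 (47.6%) in live heterozygous lung. Their median log2FC was -0.16 and -1.45, at percentile 45.9 and 0 of the matched random lists. Hypoxia response genes were higher in 29 of 57 (50.9%, 95% interval 38.3 to 63.4%) in live WT and in as many in live heterozygous lung, with medians of 0.15 and 0.83 to 0.96. Unfolded protein response genes, for which 2 spellings of the category were joined, were higher in 37 of 93 (39.8%, 95% interval 30.4 to 49.9%) and 42 of 93 (45.2%, 95% interval 35.4 to 55.3%). Glutathione metabolism genes were the least even, with 4 of 31 (12.9%, 95% interval 5.1 to 28.9%) higher in both live groups and medians of -2.61 and -3.08 to -2.82. In the dead heterozygous and dead null lung, 64 of 103 (62.1%) oxidative stress response genes were higher in each, and the glutathione metabolism genes were higher in 27 of 31 (87.1%) and 25 of 31 (80.6%). With library size alone as the scaling, the shares of oxidative stress response genes crossed 50% in live WT, dead heterozygous and dead null lung, to 52.4%, 46.6% and 41.7%. Those of unfolded protein response genes crossed it in all 4 groups, to 60.2% in live WT, 51.6% in live heterozygous, 38.7% in dead heterozygous and 44.6% in dead null lung, and that of hypoxia response genes in dead null lung, from 70.2% to 40.4%. Liver markers were above lung markers in the placebo library of each live pair and in the NAC library of each dead pair, and the dead null placebo library held both sets.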

For example, oxidative stress response *genes, Nfkb1* and *Hif1a* were upregulated while inflammatory genes *Il1a* and *Il18bp* were downregulated in lungs from live heterozygous and WT offspring. 

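Nfkb1 (chromosome 3, 135584655 to 135691547, GRCm38) had 48.0 CPM with placebo and 80.7 with NAC in live WT lung, a log2FC of 0.75 (standard error 0.42), and 0.78 (standard error 0.42) in live heterozygous lung. It was higher with NAC in both and passed the criteria in neither. Hif1a (chromosome 12, 73901375 to 73947530), whose exons overlap those of Gm49321 on the same strand and Gm15283 on the other, passed in both, with a log2FC of 1.18 in live WT and 1.49 in live heterozygous lung. Il1a (chromosome 2, 129299610 to 129309972) had a log2FC of -5.04 in live WT lung, from 151 to 4 counts, and of at most -5.02 in live heterozygous lung, from 175 to 0 counts, and its exons overlap those of Gm14023 on the other strand. Il18bp (chromosome 7, 102014885 to 102018690) was at -5.68 and -4.67, and its exons overlap those of Numa1 on the other strand. The placebo libraries of these pairs, labelled lung, held liver markers.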

An opposing pattern of expression of these genes was seen in the lung tissue of dead heterozygous and null pups. 

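In dead heterozygous lung the log2FC was -1.05 for Nfkb1, -0.94 for Hif1a, 1.99 for Il1a and 3.82 for Il18bp, with standard errors of 0.42, 0.42, 0.53 and 0.57. Hif1a did not pass the criteria there. In dead null lung Nfkb1 was at -0.61 and Hif1a at 0.17, neither past the criteria, and Il1a and Il18bp were at 1.87 and 2.47, both past them. The direction of Hif1a in dead null lung depended on the scaling, since library size alone gave -0.51. Both NAC libraries, labelled lung, were ones with liver markers above lung markers, and the dead null placebo library held both sets.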

With the exception of liver from dead heterozygous pups, liver from the other groups largely showed downregulation of the stress response genes (Supplementary Table 4 and Supplementary Figures 3, 4).

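In the libraries labelled live WT, live heterozygous and dead null liver, 62 of 103 (60.2%), 59 of 103 (57.3%) and 54 of 103 (52.4%) oxidative stress response genes were higher with NAC. Glutathione metabolism genes were higher in 28 of 31 (90.3%), 28 of 31 (90.3%) and 27 of 31 (87.1%), hypoxia response genes in 37 of 57 (64.9%), 32 of 57 (56.1%) and 27 of 57 (47.4%), and unfolded protein response genes in 64 of 93 (68.8%), 58 of 93 (62.4%) and 53 of 93 (57%). With library size alone as the scaling, the shares in live WT liver were 42.7% of oxidative stress response, 67.7% of glutathione metabolism, 28.1% of hypoxia response and 25.8% of unfolded protein response genes. That scaling also took the shares of oxidative stress response, hypoxia response and unfolded protein response genes in live heterozygous liver under 50%, to 49.5%, 49.1% and 41.9%, and those of oxidative stress response and unfolded protein response genes in dead null liver, to 49.5% and 47.3%. In dead heterozygous liver the shares were 49 of 103 (47.6%), 5 of 31 (16.1%), 27 of 57 (47.4%) and 33 of 93 (35.5%) for these 4 sets, and with library size alone 57.3%, 29%, 66.7% and 58.1%. The medians of the glutathione metabolism genes were 1.84, 2.26 and 2.57 in the first 3 groups and -1.52 in dead heterozygous liver. Lung markers were above liver markers in the placebo library of each of the first 3 pairs and in the NAC library of the last.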

**FIGURE 4:**
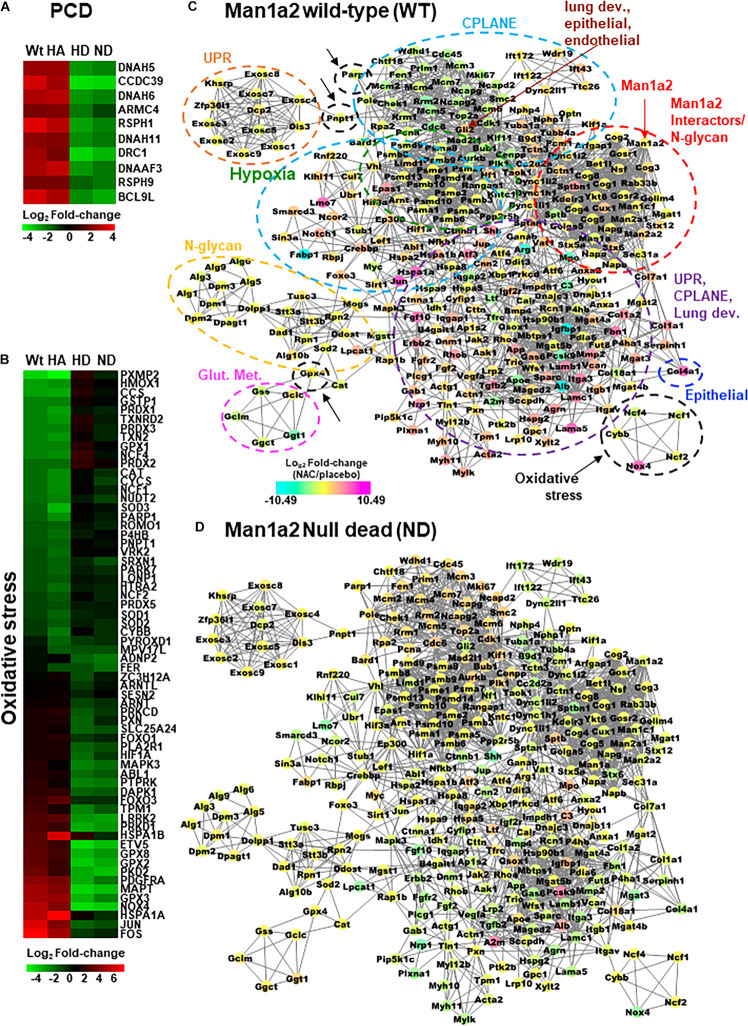
Heatmaps with differentially expressed **(A)** primary ciliary dyskinesia genes and **(B)** selected oxidative stress genes in NAC-treated *Man1a2* pups. Protein-protein interaction (PPI) network with 297 of 847 proteins corresponding to differentially expressed genes in lungs from NAC-treated **(C)** wild type (WT) and **(D)** *Man1a2* null dead (ND) pups. Illustrative heatmaps show differentially expressed **(A)** primary ciliary dyskinesia genes and **(B)** selected oxidative stress genes in NAC-treated pups. Dashed circles in **(C)** identify functional clusters: Man1a2-interactors and N-glycan synthesis (red with arrow), oxidative stress (black with arrows), hypoxia signaling (green), glutathione metabolism (Glut. Met., pink), unfolded protein response (UPR, orange), N-glycan synthesis (yellow), Epithelial tube morphogenesis (blue), and multifunctional cluster (UPR, CPLANE and lung development (purple). Gli2 (maroon arrow) is a key gene in lung epithelial, and endothelial tube development. Multiple clusters circled by light blue dashed lines consist of CPLANE proteins. Node colors indicate the mRNA expression in log_2_ Fold-change: down regulated genes are in cyan, upregulated genes are in magenta and no log2 fold-change genes are in yellow color.

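Gli2 (chromosome 1, 118834132 to 119053619, GRCm38) had 0.635 CPM with placebo and 6.84 with NAC in the libraries labelled live WT lung, a log2FC of 3.41 (standard error 0.67). In dead null lung it had 10.2 CPM with placebo and 1.29 with NAC, a log2FC of -2.98 (standard error 0.59). Liver markers were held by the placebo library of the first pair and by both libraries of the second, whose placebo library also held lung markers.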

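Hspa1a (chromosome 17, 34969190 to 34972156, GRCm38) had 19 counts with placebo and 875 with NAC in the libraries labelled live WT lung, a log2FC of 5.68 (standard error 0.53). In live heterozygous lung it had 6 and 1430 counts, or 0.465 and 199 CPM. Its exons overlap those of Gm20481 on the other strand, and the authors kept uniquely mapped reads, which could leave out reads shared with its paralog Hspa1b. Foxj1 rose from 8 to 575 counts in live WT and from 6 to 293 in live heterozygous lung, and both genes passed the criteria in both pairs. In each pair the placebo library, labelled lung, had liver markers above lung markers.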

We performed western blot analysis to determine whether increased transcript abundance of Foxj1 and Hspa1a (Hsp70) in lung tissue of NAC-treated WT and Het live pups was accompanied by corresponding increase in protein expression. Western blot analysis showed a trend toward enhanced expression of Foxj1 and Hsp70 in the NAC-treated Het pups by 1.52 and 4.35-fold, respectively, when compared with placebo-Het pups, but the data were not significant (Supplementary Figure 5). Similarly, compared with placebo-WT pups, NAC treatment showed a trend toward increased expression of Foxj1 and Hsp70 in WT pups by 1.51 and 1.82-fold, respectively. These differences were not significant (Supplementary Table 4 and Supplementary Figure 5).

#### N-Acetyl Cysteine-Induced Interactions Between Oxidative Stress and Developmental Pathways

Using the STRING database, we constructed a murine network of experimentally validated PPI with confidence levels of 0.9 for 847 differentially expressed genes (Supplementary Table 4) in the abovementioned pathways. 

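Supplementary Table 4 lists the 847 genes in 909 rows, and all 847 were found by symbol in the deposited counts. With the criteria used here, 753 of them passed in at least 1 of the 4 lung comparisons, 765 in at least 1 of the 8 lung and liver comparisons, and 417 in all 4 lung comparisons. In live WT lung 664 passed, 454 of them higher with NAC and 210 lower. Live heterozygous lung gave 688 (470 higher and 218 lower), dead heterozygous lung 588 (182 higher and 406 lower) and dead null lung 501 (168 higher and 333 lower). Directions follow the libraries' labels.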

The network consisted of 297 nodes or proteins, each with 4 or more interactions, for a total of 2124 total interactions or edges (Figures 4C,D and Supplementary Figure 6). The 297 proteins within the PPI network included 138 from CPLANE, 4 from endothelial, 4 from epithelial, 4 from lung development, 26 from Hypoxia, 4 from glutathione metabolism, 31 oxidative stress, 3 UPR, and 83 Man1a2-interacting proteins (Supplementary Table 5). Networks were constructed for lung transcripts from WT, live heterozygous, dead heterozygous and dead null pups (Figures 4C,D, Supplementary Figures 6A,B). In each network, a central subnetwork of proteasomal hypoxia signaling proteins, e.g., PSMA7, demonstrated extensive interactions with other proteins in oxidative stress, e.g., Nfkb1, ciliary, e.g., Top2a, lung development, Ctnnb1, or other pathways. These networks reflect opposing trends for gene regulation in live compared with dead pups. 

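Psma7 (chromosome 2, 180036374 to 180042433, GRCm38), a subunit of the proteasome, had 142 CPM with placebo and 54.3 with NAC in live WT lung, and its log2FC was -1.39 in live WT, -1.82 in live heterozygous, 0.79 in dead heterozygous and 0.51 in dead null lung. It passed the criteria in the live groups alone, and in dead null lung the scaling by library size alone turned its log2FC to -0.17. Top2a (chromosome 11, 98992943 to 99024189), a DNA topoisomerase, was at -3.39 in live WT, -1.76 in live heterozygous, 3.74 in dead heterozygous and 2.89 in dead null lung, past the criteria in all 4, with a standard error of 0.42 in each. Ctnnb1 (chromosome 9, 120929216 to 120960507), which encodes beta-catenin, was at 1.06 in live WT, 0.77 in live heterozygous, -1.72 in dead heterozygous and -2.18 in dead null lung, and did not pass in live heterozygous lung. Its exons overlap those of Ulk4 on the other strand. The signs compare libraries as labelled, and in the live groups the placebo library held liver markers, in dead heterozygous lung the NAC library, and in dead null lung both, the placebo one beside lung markers.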

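Among the 297 network genes, 163 were higher with NAC in live WT lung, 161 in live heterozygous, 143 in dead heterozygous and 154 in dead null lung. Of these genes, 124 were higher in both live groups and lower in both dead groups, and 117 were lower in both live groups and higher in both dead groups. The libraries with liver markers above lung markers were the placebo libraries in the live groups and the NAC libraries in the dead groups, with the dead null placebo library carrying both sets.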

Additional analysis in R revealed a single subnetwork or cluster consisting of 75 proteins which illustrates the extensive crosstalk between all key pathways evaluated in this study (Figure 5, Supplementary Table 6). These 75 proteins consist of 37 proteins in the stress response pathways of hypoxia signaling-23, unfolded protein response-8, and oxidative stress-6, and 37 genes in developmental pathways, CPLANE-31, epithelial tube morphogenesis-4, and endothelial tube morphogenesis-2 (Supplementary Figure 7). 

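Of the 75 genes of the cluster, 29 were higher with NAC and 46 lower in live WT lung, with the same numbers in live heterozygous lung. In dead heterozygous lung 53 were higher and 22 lower, and in dead null lung 57 and 18. The criteria were passed by 70, 69, 53 and 42 of them in these 4 comparisons of libraries by label.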

Twenty-eight differentially expressed transcription factors (TFs) among the 297 proteins within the PPI network further illustrate this cross-talk by their participation in oxidative stress-8, hypoxia signaling-3, Man1a2-interacting pathways-5, CPLANE network-6, endothelial-2 and epithelial morphogenesis-2, and lung development-2 (Supplementary Figures 3, 4 and Supplementary Table 7). 

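Of the 28 transcription factors of Supplementary Table 7, 21 passed the criteria in live WT lung (18 higher with NAC and 3 lower), and as many in live heterozygous lung. In dead heterozygous lung 14 passed (4 higher and 10 lower), and in dead null lung 12 (6 higher and 6 lower). Their median log2FC was 1.54 to 1.74, 2.00, -0.46 and -0.02 in live WT, live heterozygous, dead heterozygous and dead null lung, by the libraries' labels.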

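N-glycan biosynthesis genes were higher with NAC in 17 of 44 (38.6%, 95% interval 25.7 to 53.4%) in live WT and in as many in live heterozygous lung, against 23 of 44 (52.3%, 95% interval 37.9 to 66.2%) in dead heterozygous and 22 of 44 (50%, 95% interval 35.8 to 64.2%) in dead null lung. Their median log2FC was -0.57, -0.47, 0.12 and 0.00, at percentiles 11.0, 17.8, 49.4 and 26.3 of the matched random lists. The genes of Man1a2 interactors were higher in 26 of 47 (55.3%), 25 of 47 (53.2%), 27 of 48 (56.2%) and 25 of 47 (53.2%). With library size alone as the scaling, the N-glycan shares in live WT, dead heterozygous and dead null lung were 56.8%, 18.2% and 20.5%, and those of the Man1a2 interactors in the 4 groups 68.1%, 55.3%, 29.2% and 27.7%. All of these shares compare libraries as labelled.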

To further understand how NAC may rescue lung development in *Man1a2* mutants, we added proteins corresponding to 65 additional DE genes from the lung transcriptome to this 75-protein cluster. These additional genes participate in glutathione metabolism, a potential target of NAC, and N-glycan synthesis, a target of the Man1a2 enzyme. The resulting functional network of 140 genes demonstrated extensive crosstalk between several functional modules (Figure 5). This cross-talk suggests that in *Man1a2* mutants, abnormal synthesis and glycosylation affects CPLANE network and lung development pathway proteins. Members of these developmental pathways such as Shh in hedgehog, Notch 1 and Notch 4 in Notch, and Ctnnb1 in Wnt likely recruit the unfolded protein response, hypoxia signaling, and oxidative stress responses. These stress responses can be mitigated with NAC (Figure 5).

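Shh (chromosome 5, 28456815 to 28467256, GRCm38) had 0 counts with placebo and 120 with NAC in the libraries labelled live WT lung and 282 and 0 in dead heterozygous lung. Against the floor of 3 counts its log2FC was at least 5.48 in live WT, at least 4.62 in live heterozygous, at most -6.57 in dead heterozygous and at most -6.01 in dead null lung. Its exons overlap those of 9530036O11Rik and Gm26894 on the other strand. Notch1 (chromosome 2, 26457903 to 26516663) was at 2.84 in live WT, 3.19 in live heterozygous, -1.71 in dead heterozygous and -0.81 in dead null lung, with standard errors from 0.41 to 0.42, and did not pass the criteria in dead null lung, and its exons overlap those of 0610009E02Rik and Gm13568 on the other strand. Notch4 (chromosome 17, 34564268 to 34588503) was at 3.37 in live WT, 3.63 in live heterozygous, -3.02 in dead heterozygous and -3.89 in dead null lung, past the criteria in all 4. The pairs set a library with liver markers above lung markers, placebo in the live and NAC in the dead groups, against one with lung markers, except that the dead null placebo library held both.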

**FIGURE 5:**
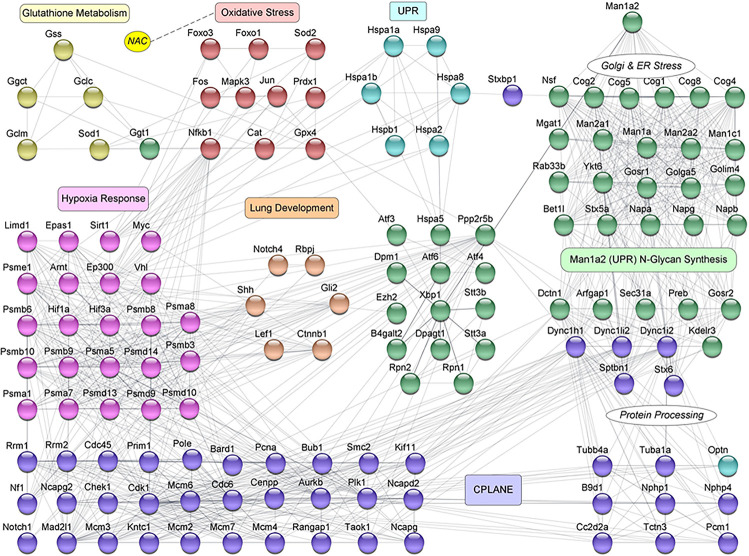
Protein-protein interaction (PPI) network for selected proteins corresponding to 140 differentially expressed genes in NAC-treated newborn pups. This mechanistic network represents the essence of regulatory crosstalk between the key genes that belong to the different functions of interest. The nodes are color coded to represent the different functional mechanisms that are involved in the process of Lung Development. They are represented as: Man1a2 N-Glycan Synthesis (green), Unfolded Protein Response (UPR, light blue), Oxidative Stress (maroon), Glutathione Metabolism (olive green), Hypoxia Response (pink), Lung Development (orange brown), and CPLANE (purple). Genes in Man1a2 N-Glycan Synthesis, that are involved in Golgi and Endoplasmic Reticulum stress, and protein processing are marked separately, and their interactions with CPLANE genes are evident. The influence of NAC (yellow) on the Oxidative Stress pathway genes is represented by a dotted line.

### Comparative Gene Ontology Enrichment Analysis Identifies Blood Vessel Development and Tube Morphogenesis as a Target of NAC-Mediated Rescue

To confirm whether our findings provide a model for human lung development, we performed a comparative enrichment analysis using WebGestalt (Liao et al., 2019). We evaluated 3223 previously reported genes which reflect common processes enriched in the transcriptome of the developing human fetal lung between days 53–154 (Kho et al., 2010), and 847 genes used in the network (Figures 4C,D and Supplementary Figure 6). Common cellular components enriched in both gene sets were Golgi or endoplasmic reticulum, microtubular cytoskeleton and plasma membrane (Supplementary Table 8). Common biological processes enriched in both gene sets were blood vessel development and tube morphogenesis. The molecular function of oxidative stress was enriched in mouse lung with gestational NAC treatment, but not in the untreated fetal human lung. Thus, blood vessel development and tube morphogenesis are important sites of NAC-induced changes in oxidative stress.

## Discussion

Proper development depends on the effects of gene expression and its variation on phenotypes in an organ-specific manner. Here we explored the effects of heterozygous or homozygous deletion of the second exon of *Man1a2* on lung development and survival. Consistent with the first description of this model, the homozygous *Man1a2* mutation was lethal (Tremblay et al., 2007). Survival and ciliation decreased in a genotype-dependent manner (Figures 1, 2). Newborn pups with the heterozygous mutation developed intermediate defects in survival and lung ciliation as measured by the frequency of Arl13b^+^ respiratory epithelial cells. All homozygous *Man1a2* mutants died. Gestational treatment of heterozygous parents with NAC improved lung ciliation and survival of heterozygous pups. Although NAC treatment also increased lung ciliation in null pups, it did not prevent lethality. One explanation for this discrepancy could be that the increase in ciliation with NAC treatment was insufficient in null pups. Other unknown factors may also be responsible.

These observations are in line with others which show that homozygous mutations can be lethal, while heterozygous mutants survive but develop anomalies (Favor et al., 2009). Homozygous mutations in the paired box protein, *Pax6*, which promotes development of the eye, nose, central nervous system, and the pancreas, are lethal while heterozygous mutations cause aniridia and other defects (Schedl et al., 1996; Yasuda et al., 2002). Homozygous mutations in the transcription factor *Pdx1* cause pancreatic agenesis, but heterozygous mutations lead to manifestations of diabetes (Fujimoto and Polonsky, 2009).

The benefit of NAC treatment on survival likely resulted from augmented ciliogenesis as suggested by upregulation of the ciliary genes, *Arl13b, Dnah11*, and *Ift74* in lungs of NAC-treated newborn pups with each genotype (Supplementary Table 3). We have previously reported reduced expression of these genes or corresponding proteins in *Man1a2* null compared with WT newborn pups (So et al., 2020). Interestingly NAC treatment also enhanced *Man1a2* exon 2 transcription in lungs from heterozygous and WT pups but not in null pups who lacked the exon 2 DNA sequence. Other genes in candidate pathways, which were differentially expressed after NAC treatment in pups of each genotype demonstrated striking differences in expression patterns in surviving and dead pups (Supplementary Figures 3–7). 

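The pup groups are the only repeats of the NAC contrast, so the difference between the 2 live and the 2 dead groups was tested over the 8 libraries labelled lung with edgeR's quasi-likelihood test and pup group as a block. Of 14019 genes, 8837 had a Benjamini-Hochberg adjusted p-value under 0.05 for that difference, 4112 with the higher response in live pups and 4725 with the higher response in dead pups. A response to NAC shared by the 4 groups passed for 0 genes, with 305 at an unadjusted p under 0.05. All 12 lung markers rose with NAC in both live pairs and fell in both dead pairs. That reversal entered the residual spread of the shared test, so its 0 cannot show that a shared response was absent. Over the 8 libraries labelled liver the live against dead difference passed for 0 of 14166 genes, with 107 at an unadjusted p under 0.05. There the lung markers rose with NAC in the dead heterozygous pair and fell in the dead null pair and both live pairs. The dead pairs thus ran in opposite directions, and this 0 cannot show that a difference was absent. The live against dead difference in lung coincides with the marker content of the libraries, in that liver markers were above lung markers in the placebo libraries of both live groups and in the NAC libraries of both dead groups, although the dead null placebo library held both sets.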

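Of the 3808 genes higher with NAC past the criteria in the libraries labelled live heterozygous lung, 2408 (63.2%) were lower past the criteria in dead heterozygous lung and 65 (1.7%) were higher. Of the 4257 genes lower in live heterozygous lung, 2568 (60.3%) were higher and 45 (1.1%) lower in dead heterozygous lung. The library with liver markers was the placebo one in live and the NAC one in dead heterozygous lung.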

We observed a predominant upregulation of ciliogenesis and lung development pathway genes in heterozygous live pups, and predominantly downregulated genes in dead heterozygous pups. Ciliogenesis pathways were represented by the CPLANE network genes and the related PCD genes. Lung development was represented by epithelial and endothelial tube morphogenesis and lung development pathway genes. These patterns are consistent with the fact that loss of function mutations in the CPLANE and PCD genes contribute to congenital anomalies (Horani et al., 2016; Toriyama et al., 2016) and adequate function of lung development genes is a prerequisite for normal lung development. That these changes contributed to survival or death is further supported by the fact that upregulated genes in live NAC-treated heterozygous pups were also upregulated in live WT. 

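Of the 3808 genes past the criteria and higher with NAC in live heterozygous lung, 3123 (82%) were also higher past the criteria in live WT lung and 1 was lower. Of the 4257 lower genes, 3450 (81%) were also lower in live WT lung and 3 were higher. Among the 847 genes of Supplementary Table 4, 434 of 470 higher genes were shared in this way. The placebo library of both pairs, labelled lung, had liver markers above lung markers. The paper gives the genes upregulated in both live groups as a further ground for its statement that these changes contributed to survival or death.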

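Of the 3385 genes past the criteria and lower with NAC in dead heterozygous lung, 2442 (72.1%) were also lower past the criteria in dead null lung and 7 were higher. Among the genes of Supplementary Table 4 the numbers were 314 of 406, with 1 higher. Of the 3546 higher genes, 2181 (61.5%) were shared. Both NAC libraries, labelled lung, had liver markers above lung markers, and the placebo library of the dead null pair held both.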

Downregulated genes in dead NAC-treated heterozygous pups were also downregulated in dead NAC-treated null pups.

Analysis of experimentally validated PPI between differentially expressed genes suggested strong interactions between stress response pathways, the ER/Golgi synthetic and stress response machinery, and pathways essential for lung development including ciliogenesis. This is illustrated by the near identical mix of functional modules in the network comprising 297 nodes (Figures 4C,D and Supplementary Figure 6), the 28 transcription factors among the 297 nodes (Supplementary Figure 4). NAC-induced changes in gene expression in key functional modules in WT, dead null, live heterozygous, and dead heterozygous pups (Figures 4C,D and Supplementary Figure 6) are illustrated in greater detail in heatmaps for PCD and selected oxidative stress genes (Figures 4A,B). These interactions are to be expected because the ER and the Golgi complex are sites for the synthesis and maturation of glycoproteins such as tubulin which is present in the microtubules, a component of the cellular cytoskeleton and cilia (Long and Huang, 2020). Stress-induced pathways originating from the ER modulate pericentriolar proteins such as pericentriolar material 1 or Pcm1, which are in proximity to basal bodies, to facilitate ciliogenesis (Chavali and Gergely, 2013). Ciliogenesis is also regulated by the interaction of CPLANE proteins with the basal body protein, JbDS17, to recruit intraflagellar transport (IFT) proteins, which facilitate transport of other proteins to the cilia (Toriyama et al., 2016). The release of IFT proteins from the ER is triggered by diacylglycerol kinase epsilon (Dgke). 

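Pcm1 (chromosome 8, 41239752 to 41332344, GRCm38) had 39.2 CPM with placebo and 98.5 with NAC in the libraries labelled live WT lung, a log2FC of 1.33 (standard error 0.42). In live heterozygous lung its log2FC was 1.45, past the criteria as in live WT lung, and in dead heterozygous and dead null lung it was -0.80 and -0.63, neither past them. Dgke (chromosome 11, 89035179 to 89066850), whose exons overlap Dgkeos on the other strand, was at 2.10 in live WT, 2.51 in live heterozygous, -0.98 in dead heterozygous and -0.32 in dead null lung. Its standard error was 0.47 in dead null lung, where the change was smaller than that error, and it passed the criteria in the live groups alone. In the live pairs the placebo library held liver markers above lung markers, and in the dead pairs the NAC library did, with both sets in the dead null placebo library.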

*Pcm1* and *Dgke* were upregulated in NAC-treated live WT and heterozygous pups and downregulated in dead heterozygous and null pups. Defective glycosylation of ciliary proteins like Jbt17, which is performed by enzymes such as Man1a2 can lead to ciliopathies (Kane et al., 2017).

Our systems biology analysis using 140 of 297 network nodes reveals endotype mechanisms by which the heterozygous *Man1a2* mutation could impair oxidative stress response and lung development pathways (Figure 5). Man1a2 cleaves excess mannose residues during the maturation of N-glycans (Tremblay et al., 2007). This process is regulated in part by the UPR protein, X-box linked protein-1(Xbp1) acting alone or with activating transcription factors 6 and 4 (ATF6 and ATF4) (Dewal et al., 2015). The mutant enzyme can promote accumulation of unfolded or misfolded proteins resulting in Golgi-ER stress and the Xbp1-ATF mediated UPR (Dewal et al., 2015). The UPR can lead to oxidative stress and hypoxic response further potentiated by altered CPLANE and lung developmental proteins, as well as abnormal microtubular architecture which affects organellar morphology. These effects can directly influence lung development mechanisms mediated by sonic hedgehog (*Shh*) Notch (e.g., *Notch1* and *Notch 4*), and Wnt (e.g., *Ctnnb1*) signaling (Supplementary Figure 7). NAC can reverse these changes by replenishing glutathione to counter oxidative stress, upregulating *Hsp70* leading to an efficient UPR (Gleixner et al., 2017), and upregulating *Nfkb1* which promotes alveolarization (Alvira, 2014). This complex interplay between functional pathways provides a framework for further investigations of lung development. Comparative gene ontology enrichment analysis of fetal human lung transcriptomes also confirms the relevance of our model. This comparison strongly implicates blood vessel development and tube morphxogenesis as processes that benefit from NAC-induced changes in oxidative stress in *Man1a2* mutants (Supplementary Table 8). Previous reports support this inference. Lung blood vessel development is rate limiting for epithelial tube morphogenesis (Van Tuyl et al., 2005). NAC promotes vasodilation of coronary vessels via effects on endothelial cells (Andrews et al., 2001), inhibits monocyte adhesion to endothelial cells (Faruqi et al., 1997), and reverses intrauterine growth restriction in guinea pigs by restoring endothelial cell function (Herrera et al., 2017). Thus, systems analysis implicates several pathways which can be interrogated in a follow-up study.

Because ciliation is poorly visualized in the liver, we could not ascertain the effects of NAC on liver ciliation. Nevertheless, analysis of the liver transcriptome from the four subgroups of newborn pups showed a predominant downregulation of most gene sets, or a change opposite to those seen in lung from heterozygous pups. This suggests that the response to oxidative stress and its attempted rescue with a particular agent may be organ specific. This specificity is supported by the clinical experience with NAC. 

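Across the genes with a mean of at least 1 CPM, the log2FC in the libraries labelled liver was correlated with that in lung at r = -0.88 in live WT, -0.88 in live heterozygous, -0.92 in dead heterozygous and 0.68 in dead null pups. These correlations run over 14061 to 14105 genes, which are not independent replicates. Of the genes past the criteria and higher in live heterozygous lung, 64.8% were lower past the criteria in live heterozygous liver, and 78.5% of those higher in dead heterozygous lung were lower in dead heterozygous liver. In dead null pups 63.5% of the genes higher in lung were also higher in liver. In the live WT, live heterozygous and dead heterozygous pools, the lung markers of a treatment were the higher set in exactly one of its lung and liver libraries, and the tissue holding them was the opposite one for the other treatment. The dead null pools held lung markers in both placebo libraries, with liver markers as well in the one labelled lung, and liver markers above lung markers in both NAC libraries.

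**Figure D3:**
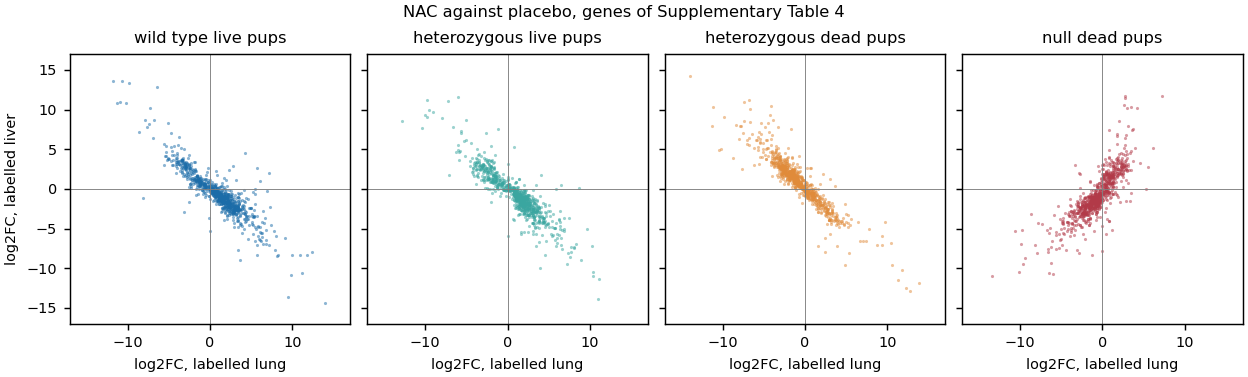
The log2FC of NAC against placebo for the 847 genes of Supplementary Table 4, in the libraries labelled lung (horizontal) and liver (vertical), with 1 panel per pup group and 1 point per gene. Points fall along a descending line in the first 3 groups, where r over all expressed genes was from -0.92 to -0.88, and along a rising line in dead null pups, where it was 0.68.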

NAC treatment clears lung secretions in several acute and chronic lung conditions (Dekhuijzen and van Beurden, 2006; Li et al., 2018). However, NAC failed to reverse liver failure in a controlled clinical trial (Squires et al., 2013). NAC inhibits liver regeneration and may be hepatotoxic if used for a protracted period (Athuraliya and Jones, 2009).

In conclusion, our findings provide a window into the heterogeneous presentation and possible therapy of several phenotypes with a complex genetic basis. In such phenotypes, risk alleles or mutation(s) impose an additive burden resulting in mild or severe disease. In the case of the *Man1a2* exon 2 deletions, survival and lung ciliation is rescued with NAC in newborn pups with the heterozygous, but not the null genotype. NAC mitigates oxidative and hypoxic stress responses elicited by aberrant structural proteins *in Man1a2* mutants in developing blood vessels and epithelial tubes which drive organogenesis. This rescue is also minimizes the essential role of the unfolded protein response which is essential for the maturation of structural glycoproteins necessary for ciliary and cellular cytoskeleton. Organ-specific developmentally active gene sets and stress response genes will likely dictate whether an alternative antioxidant, or an alternative mechanistic interaction will rescue other congenitally abnormal organ systems with underlying genetic susceptibility.

## Data Availability Statement

All sequencing datasets presented in this study have been deposited to the NCBI Gene Expression Omnibus (GEO) with accession number GSE172035, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172035.

## Ethics Statement

The animal study was reviewed and approved by All mouse experiments were approved by the Animal Research and Care Committee at University of Pittsburgh IACUC (protocol #17051167).

## Author Contributions

MN planned, conducted, interpreted, and described the study results. KP, GG, and CL contributed to study design, interpreted the results, and edited the manuscript. MA, NM, and CA performed the study procedures. HH and AS performed the western blot. MR-M supervised and described morphological evaluation by LS, and alveoli statistical analysis by CS. SS supervised network analysis by KN, TN, and JD interpreted results and wrote the manuscript. RS obtained funding, supervised key aspects of study design, and  wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ANOVA: Analysis of variance
*Arl13b*: ADP Ribosylation Factor Like GTPase 13B
*Armc4*: Armadillo Repeat Containing 4
BA: Biliary atresia
*Bcl9l*: BCL9 Like
*Ccdc39*: Coiled-Coil Domain Containing 39
cDNA: Complementary DNA
ChEA: Transcription factor regulation inferred from integrating genome-wide ChIP-X
CPLANE: Ciliogenesis and planar polarity effector
Crebbp: CREB Binding Protein
*Ctnnb1*: *C*atenin Beta 1
DNA: Deoxyribonucleic acid
*Dnaaf3*: Dynein Axonemal Assembly Factor 3
*Dnah11*: Dynein Axonemal Heavy Chain 11
*Dnah2*: Dynein Axonemal Heavy Chain 2
*Dnah5*: Dynein Axonemal Heavy Chain 5
*Dnah6*: Dynein Axonemal Heavy Chain 6
*Drc1*: Dynein Regulatory Complex Subunit 1
*Dync1i1*: Dynein Cytoplasmic 2 Light Intermediate Chain 1
*Dync1i2*: Dynein Cytoplasmic 1 Intermediate Chain 2
FC: Fold-change
*Foxf1*: Forkhead Box F1
*Foxj1*: Forkhead Box J1
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
GO: Gene ontology
Het: Heterozygous (*Man1a2*^+/–^)
*Hif1a*: Hypoxia Inducible Factor 1 Subunit Alpha
*Ift122*: Intraflagellar Transport 122
*Ift172*: Intraflagellar Transport 172
*Ift43*: Intraflagellar Transport 43
*Ift74*: Intraflagellar Transport 74
*Il18bp*: Interleukin 18 Binding Protein
*Il1a*: Interleukin 1 Alpha
*Man1a2*: Mannosidase-1- α -2
mRNA: Messenger RNA
NAC: N-acetyl cysteine
ncRNA: Non-coding RNA
*Nfkb1*: Nuclear Factor Kappa B Subunit 1
*Nphp4*: Nephrocystin 4
Null: *Man1a2*^–/–^
OCT: Optimal cutting temperature
PCD: Primary ciliary dyskinesias
PPI: Protein-protein interactions
RNA: Ribonucleic acid
*Rsph1*: Radial Spoke Head Component 1
*Rsph9*: Radial Spoke Head Component 9
*Sptb*: *S*pectrin Beta, Erythrocytic
STRINGdb: Search Tool for the Retrieval of Interacting proteins database
*Stx5a*: Syntaxin 5
*Top2a*: DNA Topoisomerase II Alpha
WT: Wild type.

# Supplementary material for: Mechanisms of Impaired Lung Development and Ciliation in Mannosidase-1-Alpha-2 (Man1a2) Mutants
**Source:** Front Physiol. 2021 Jul 14;12:658518. doi: 10.3389/fphys.2021.658518
**Supplement:** Supplementary file 9

**Supplementary materials and methods:**

**Experimental design and N-acetylcysteine (NAC) treatment.** All mouse experiments were approved by the Animal Research and Care Committee at University of Pittsburgh IACUC (protocol #17051167). Man1a2tm1.1Ahe mice (#007672, Jackson laboratory, Chicago, IL) and C57BL/6J (Jackson laboratory, Chicago, IL) were bred under standard conditions with a 12 h light-dark cycle to generate *Man1a2* ^(+/-)^ mice. The *Man1a2* mice ^(+/-)^ with 12- 48 weeks of age were separated in to two groups, placebo, and NAC (N-acetylcysteine). The NAC solution was prepared freshly by dissolving 7g NAC (Sigma-Aldrich, St. Louis, MO) in 800 ml of sterile water to provide NAC up to 1g/kg body weight (Marian et al, 2006). Both male and female mice were fed with the placebo (water) or with NAC solution one week prior to breeding and continued until delivery of offspring. During breeding, female mice were monitored for signs of pregnancy. When pregnancy was identified, the pregnant mouse was isolated into a new cage until delivery of offspring. Once offspring were born, they were monitored for survival at 8-hour intervals up to 24 hours.

**Genotyping.** Genomic DNA was extracted from tail tissue using Kapa mouse genotyping kit (Cape Town, South Africa). Using lysate as DNA template, PCR reactions were performed in GoTaq Green Master Mix (Promega, Madison, WI) with *Man1a2* wildtype primer pair (5'-AAC GTG TAG GGG TCA GTG GT-3') and (5'-GCT CTG CAC AGC ATC TGG TA-3') and the *Man1a2* Mutant primer pair (5'-CAA ATG ACA AAT GGG CTG AG-3') and (5'-GCT CTG CAC AGC ATC TGG TA-3') (IDT, Coralville, IA). PCR was performed at the thermal profile of 94^o^C 3mins for 1 cycle, 94^o^C 1min, 62.5^o^C 30s, 72^o^C 30s for 35 cycles and 72^o^C, 7 mins for 1 cycle. The *Man1a2* WT primer pair produces a fragment of 380bp and the *Man1a2* mutant primer pair produces a fragment of 320bp. The genomic fragments of each mutant and wild type were validated by running on 1.5 % agarose gel.

**Tissue harvesting for histology and gene expression studies.** Newborn pups that died within 24 hours were harvested immediately for liver and lung tissues. Surviving newborn pups were euthanized by decapitation with scissors and dissected through a midline incision extending from the pubic symphysis cranially into the thoracic cavity. This procedure was performed to identify gross abnormalities such as organ anomalies abdominal organ anomalies such as positioning of lung and heart misplacement, and lung hemorrhages. The tail tissue was harvested for genotyping. The lung and liver tissue harvested separately in RNA later for RNA extraction and 10% neutral buffered formalin fixatives (Leica Biosystems Inc., Buffalo Grove, IL) for histological examination, and snap frozen tissue for western blot analysis.

**Western Blotting.** Frozen tissue samples were suspended in NP40 lysis buffer (Thermofisher, Waltham, MA) supplemented with protease/phosphatase inhibitor cocktail (Cell Signaling Technology) and then homogenized via sonication. Homogenates were incubated (on ice, 30 minutes) and centrifuged (12,000 rpm, 4^o^C, 20 minutes) to collect total protein supernatants. Total protein isolated from tissues was quantified by Bicinchoninic Acid Protein assay (QuantiProTM BCA Assay kit, Sigma-Aldrich, St.Louis, MO). Total protein (25սg) was separated on SDS-polyacrylamide gels and then transferred to polyvinylidene difluoride membranes. Membranes were incubated with the following primary antibodies (4^o^C, overnight): rabbit polyclonal anti-FOXJ1 (1:500, Abcam Inc., Boston, MA) and mouse monoclonal anti-HSP70 (1:1000, ProteinTech, Rosemont, IL). Membranes were then incubated in either horseradish peroxidase-conjugated anti-rabbit (1:2000, Jackson ImmunoResearch, West Grove, PA) or anti-mouse (1:2000, Jackson ImmunoResearch, West Grove, PA) secondary antibodies (room temperature, 2 hours). Immunoreactive bands were detected by ultra-sensitive enhanced chemiluminescence (SuperSignalTM Maximum Sensitivity Substrate, ThermoFisher, Waltham, MA). Band quantification was performed utilizing ImageJ software.

**Quantification of lung alveolar spaces.** Hematoxylin-eosin staining was performed on available lung tissue from pups in the NAC treated-live heterozygous (n=2) vs placebo treated-live Heterozygous (n=2), NAC treated-live WT (n=2) vs Placebo treated-live WT (n=2), NAC treated-dead heterozygous (n=1) vs placebo treated-dead heterozygous (n=1), and NAC treated-null (n=1) vs placebo treated-dead null (n=2). The stained slides were scanned with an Aperio CS2 slide scanner (Leica Biosystems, Buffalo Grove, IL, USA) at 40× magnification. The whole slide image at digital zoom up to 40× was visualized using the Aperio ImageScope software. For each case, morphometric analysis of the digital image was performed by a pediatric pathologist. The structure of pulmonary alveolus of newborn mice includes an alveolar space of approximately 40 to 80 µm, depending on the sectioning level of the specimen from which the measurement results are obtained. The alveolar epithelium is still cuboidal at first and matures into simple squamous type a few days after birth. Generally, the interalveolar septa are 2 to 4 cells thick and are composed of alveolar epithelial cells and interalveolar capillaries (Kaufmann, M.H, 1992; Rieger-Fackeldey E et al., 2014). Ten random alveolar spaces were measured in each lung using the Aperio ImageScope software measuring tool. The unpaired t-test was used to compare the mean alveolar size of the total measured values of NAC treated-live heterozygous (n=2) and NAC treated live WT (n=2) with the respective placebo.

**Supplementary Figure Legends:**

**Supplementary Figure 1.**

The photomicrographs taken using a total magnification of 100X to assess the lung development. The intersection air-space counting performed to count the number of alveolar/airway spaces intercepted by the line.  A) placebo WT showed 16 normally sized alveolar and airway spaces and air spaces and E) NAC-treated WT showed approximately 18 air spaces with mildly decreased size compared to those in WT placebo (A). The placebo Het (B) exhibited 12 abnormally small air spaces with compact interstitium. Interestingly, NAC-treated Het (F) restored approximately 16 normal sized air spaces, indicating an increase in alveoli compared to those in placebo Het (B). Dead Het placebo (C) exhibited 20 abnormally small air spaces with immature appearance which is higher than dead Het NAC that showed approximately 9 abnormally small air spaces with compact immature intestitium (G). Both dead null placebo (D) and dead null NAC (H) showed approximately 9 abnormally small air spaces with immature appearance, the lungs are compact, with reduced number of alveolar/airway spaces and a reduced size in them. WT, Wild type; Het, heterozygous (*Man1a2*^(+/-)^); Null, *Man1a2*^(-/-)^.

**Supplementary Figure 2.**

The figure shows mean alveolar size with 95% confidence interval in the lung from NAC-treated live Heterozygous and live WT pups compared with the respective placebo-treated pups. p < 0.05 is considered significant.

**Supplementary Figure 3**. Heatmap of differentially expressed genes for Lung/Structural development including CPLANE network. Heatmaps shows up- (red) and downregulated (green) genes in lung and liver from NAC-treated live WT and heterozygous Man1a2^(+/-)^ pups (HA), and dead heterozygous Man1a2^(+/-)^ (HD) and null Man1a2^(-/-)^ (ND) pups. From left to right heatmaps show genes in ciliary and planar polarity effector (CPLANE) network, lung, epithelial and endothelial tube development pathways.

**Supplementary Figure 4.** Heatmaps shows up- (red) and downregulated (green) genes in lung and liver from NAC-treated live WT and heterozygous Man1a2^(+/-)^ pups (HA), and dead heterozygous Man1a2^(+/-)^ (HD) and null Man1a2^(-/-)^ (ND) pups. From left to right heatmaps show differentially expressed genes in glutathione metabolism, hypoxia signaling, oxidative stress response (additional genes), and also include transcription factors.

**Supplementary Figure 5.** Western blot (WB) shows the protein expression of FoxJ1 (A) and Hspa1a (Hsp70) (C) in the lung tissue of four WT and four *Man1a2* +/- Heterozygous (Het) newborn pups in both NAC-treated and placebo mice. The band quantification was determined using Image J software as described in the methods. The bar graph shows the fold change in protein expression of FoxJ1 (B) and HSP70 (D) compared to placebo. Data represent four independent replicates, mean ± SD.

**Supplementary Figure 6.** Protein-protein interaction (PPI) network with 297 of 847 proteins corresponding to differentially expressed genes in lungs from NAC-treated Man1a2 pups. A) Man1a2 heterozygous alive (HA), and B) Man1a2 heterozygous dead (HD). The functional clusters are indicated in dashed circles labelled in Figure 4C. Node colors indicate the mRNA expression in log_2_ Fold-change: down regulated genes are in cyan, upregulated genes are in magenta and no log2 fold-change genes are in yellow color.

**Supplementary Figure 7.** A key cluster from the network in Figure 4 shows 75 proteins and associated functional modules. Functional modules include CPLANE-cilia planar polarity effector, Ox-oxidative stress, UPR-unfolded protein response, Endo-endothelial tube morphogenesis, Epi-epithelial tube morphogenesis. Additional genes were added to this cluster to create the final network in Figure 5 as described in results.

**Supplementary Table Legends:**

**Supplemental Table 1.** The characteristics of RNA samples isolated from lung and liver tissues of newborn pups with NAC and placebo from 3 independent experiments in each pool from live WT, live Man1a2 +/- (Het), dead Man1a2 -/- (Null) pups, and 2 experiments in each pool from dead Het and dead Null pups. The RNA quality was assessed using Analytical Fragment Analyzer 5300. The RNA quality check of the lung tissues of Het dead and Null dead pups showed that the average RQN number was 8.55 (Range 7.9-9.6) suggesting good quality RNA. Also, all the RNA seq samples including live WT, live Het, dead Het and dead Null pups showed the average RIN number 9.25, with a range of 7.9-10.

**Supplemental Table 2**. Differential expression of selected ciliary genes measured with quantitative reverse transcription-PCR (qRT-PCR) in lungs from NAC-treated WT, heterozygous and null pups.

**Supplementary Table 3.**

Hematoxylin-eosin staining was performed on available lung tissue from pups in the NAC treated-live heterozygous (n=2) vs placebo treated-live Heterozygous (n=2), NAC treated-live WT (n=2) vs Placebo treated-live WT (n=2), NAC-treated dead heterozygous (n=1) vs placebo treated-dead heterozygous (n=1), and NAC treated-null (n=1) vs placebo treated-dead null (n=2). The size of 10 random alveolar spaces were measured in each lung tissue as described in supplementary methods. The unpaired t-test was used to compare the mean size of alveolar spaces of total measured values between NAC treated and placebo. Heterozygous, *Man1a2*^+/-^ ; WT, wild type.

**Supplementary Table 4.** 847 unique differentially expressed genes identified with RNAseq in the lung and liver from NAC-treated pups. These genes are associated with primary ciliary dyskinesia (PCD), CPLANE network, oxidative stress response, glutathione metabolism, Hypoxia response, Lung development, Epithelial tube morphogenesis, Endothelial tube morphogenesis, Man1a2 interactors, N- glycan-biosynthesis and unfolded protein response (UPR).

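The table holds 909 rows for the 847 genes because a gene can belong to several of its categories. After joining 2 spellings of the unfolded protein response category, 11 categories remained, the largest of 448 CPLANE genes and the smallest of 10 PCD genes. Others hold 103 oxidative stress response, 93 unfolded protein response, 57 hypoxia response, 48 Man1a2 interactor, 44 N-glycan biosynthesis, 31 glutathione metabolism, 31 epithelial and 20 endothelial tube morphogenesis and 24 lung development genes. For each gene it gives the paper's log2FC of NAC against placebo in lung and in liver of the 4 pup groups. A header for dead heterozygous liver reads as dead null, and its values were taken as dead heterozygous from the sample labels. Each log2FC compares 1 pooled library with another.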

**Supplemental Table 5.** 297 nodes and numbers of interactions for each node. These nodes represent proteins corresponding to 297 of 847 unique differentially expressed genes in Supplementary Table 4.

**Supplementary Table 6.** Proteins corresponding to 75 differentially expressed genes in a key network cluster shown in Supplementary Figure 7.

**Supplementary Table 7.** Transcription factors among the 297 network nodes and their interactions. Differential expression of these factors is shown in Supplementary Figure 4.

**Supplementary Table 8**. Comparative gene ontology enrichment analysis. Results for 3223 genes involved in fetal human lung development are shown in the Table on the left. Results for *Man1a2* mutant pups are shown in the Table on the right.

How the deposited data were processed for this re-analysis (not part of the article)

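Lung and liver RNA of newborn pups was sequenced from 4 pup groups after gestational NAC or placebo, with 1 pooled library per group, treatment and tissue. As deposited by the authors, the values are estimated counts per gene symbol, not normalized, made by trimming adapters and aligning reads to the Ensembl mouse genome GRCm38 with the Omicsoft Sequence Aligner and keeping uniquely mapped and quantified abundances. The table has 25054 gene entries, of which 5499 are 0 in every library, and 329 symbols occur on 962 of them, which were kept apart. The design was written for counts, and the values turned out to be estimated counts that need not be whole, so they were rounded to whole numbers first. How reads of several genes were divided, the use of strand and the annotation release are not given in the paper's text.

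Libraries held from 7236906 to 16107764 counts, with a median of 12962327. A value at or under 3 counts was treated as the floor, and a fold against it is a bound. The mean RIN over the libraries' table is 9.19, against the paper's 9.25. Read length is 100 bp in the paper and 150 bp in the sample labels. Samples were grouped by their labels and the paper alone, and no library was moved between groups after its tissue markers were seen.

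For each comparison, edgeR 4.0.16 in R 4.3.3 was used with TMM factors over the 16 libraries, the exact test at a dispersion of 0.04, genes with a mean of at least 1 CPM, a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2FC of at least 1, with a prior count of 0.125. The paper's text gives neither a threshold for the p-value nor the normalization used in the test. It states that its heatmaps show log2FC of FPKM. Across pup groups, edgeR's quasi-likelihood test with pup group as a block was used, with DESeq2 1.42.0 as an alternative. Gene sets are the 11 categories of Supplementary Table 4, with Wilson 95% intervals over genes and the percentile of each median among 10000 random lists matched on mean expression in 50 bins. Named genes are those the paper names in its RNA sequencing results or discussion, the targeted gene, Arl13b, Ift74 and Dnah11, the tissue markers and, in each comparison, the gene with the largest change each way among those with a mean of at least 10 CPM, a rule written before the data were examined. The result for 1 gene under this rule is not reported here. Positions come from GENCODE on GRCm38. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

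The steps were tested on simulated data with 200 genes changed 8-fold. The exact test recovered 199 of them with 12 other genes called among 13989, and the live against dead difference 199 with 8 among 14074. Of 200 lists of 50 genes drawn at random, 191 had a percentile within the middle 95%.

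Alternatives were the scaling (relative log expression size factors or library size alone), filters on low counts, coefficients of variation of 0.1 and 0.4, the fold change alone, the log2(CPM + 1) scale, other marker summaries, DESeq2's test and leaving out each pup group. Summed symbols and the log2(FPKM + 1) scale were added after seeing the data. Quantitative PCR, survival, histology and protein data were not analysed here.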

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

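The expectation for each test below was written before the counts were examined but after Supplementary Table 4 had been read, apart from the comparison with the lung minus liver differences of the other pup groups and the shift given by the share of counts on the 10 top genes, tests chosen only after the result was seen.

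Liver markers were above lung markers in 5 of the 8 libraries labelled lung, and lung markers above liver markers in 4 of the 8 labelled liver, signals of a tissue other than the label that the paper does not report. Of the 8 pools of a pup group and treatment, 4 had both libraries on the other tissue's side, 1 had a single one and 3 had none. A mislabelled sample is a candidate explanation for the opposite changes of lung and liver genes between NAC and placebo libraries, with 9 of 16 libraries holding the other tissue's markers higher. That number is the sum of the 5 and the 4 above, so it restates them and adds no separate evidence for mislabelling. Among these, the library labelled dead null lung with placebo had its lung minus liver difference at -0.32. Reads from another tissue in a sample were also weighed: 1 library, that same one, carried both marker sets within 4 log2 units of the library with most of each, so that a mixture could apply to it and was not seen in the other 15. A difference in library size was smaller than the marker changes, with a largest absolute log2 ratio of totals of 1.13 against a smallest median marker change of 3.32. For a few genes taking most of the counts, the 10 genes with most counts were left out before scaling, and the median change of the ciliary genes turned in 0 of 8 comparisons. That step moves all genes of a library alike, so its outcome says nothing about opposite changes. The share of counts on the 10 top genes of each library would shift the other genes of a comparison by at most 0.35 on the log2 scale, in one direction for both marker sets, and these genes were therefore dropped as an explanation.

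A response to NAC in each tissue on its own, the biological explanation that the design allows, was expected to leave the lung and liver changes of a pup group without a strong negative correlation across genes. The correlation was -0.88 in live WT, -0.88 in live heterozygous, -0.92 in dead heterozygous and 0.68 in dead null pups. The positive value in dead null pups meets that expectation as written, but both placebo libraries of that group carried lung markers (the one labelled lung carried both sets) and both NAC libraries had liver markers higher, so it could also arise from the tissues in them. A difference between lung and liver inside each comparison is a further candidate explanation, one that mislabelled tissues would themselves produce. The changes of each comparison correlated with the lung minus liver differences inside the pools of the other pup groups at a median absolute r of 0.77 or more. Over single pools the absolute r ran from 0 to 0.98. Those differences were taken with their label and without regard to sign, and no library was reassigned. The strong negative correlation in live WT, live heterozygous and dead heterozygous pups goes against a response to NAC in each tissue as the explanation of the opposite changes in these 3 groups. The mislabelling and the difference between lung and liver remain, and they are not rivals, since the mislabelling would produce that difference. A response to NAC beside them was not measured apart from them, since libraries were compared by their labels. NAC and placebo libraries with similar marker content were not compared.

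The response of the ciliary genes to NAC differed between live and dead groups in the libraries labelled lung. The median over these genes of the mean log2FC of the live groups minus that of the dead groups was 3.53, which itself was not tested, and the medians of the single groups were 2.03 in live WT, 2.01 in live heterozygous, -1.74 in dead heterozygous and -1.36 in dead null pups. In the test of the difference across genes, 8837 genes had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. The real split of the 4 groups was the 1 of 3 splits into pairs with that many genes, a design that cannot reach a share under 0.05. The split also follows the tissue markers, in that liver markers were above lung markers in the placebo libraries of both live and the NAC libraries of both dead groups, with both sets in the dead null placebo library, so that the split cannot tell outcome and marker content apart. Lung markers had medians of only 0.81 and 0.83 in these live placebo libraries and 1.09 and 1.16 in these dead NAC libraries. Each correlated most across genes with a library labelled liver that held liver markers, at r from 0.971 to 0.993. These values argue against a response to NAC within lung tissue as the main source of the split. A smaller response beside it was not measured.

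The log2 ratio of the Y genes to Xist was 6.8 in the dead heterozygous placebo library labelled lung, with 4 counts of Xist, and 6.84 in the dead null NAC library labelled liver, with 5 counts, both far from the other 7 libraries of the tissue label by Dixon's ratio. The lung library of the dead null NAC pool stood at -2.41 and the liver library of the dead heterozygous placebo pool at -1.27. Of 10 such tests 2 passed the 95% critical value, where about 1 in 20 would by chance. Xist had 4095 counts in the liver library of the first of these pools and 3055 in the lung library of the second, so the 2 libraries of each pool differ in a way that an exchange of lung and liver inside the pool would not produce. A library of another pool, or lung and liver RNA of different pups, could produce it, and these were not told apart. The sexes of the pups are not used here. To look for a mislabelled sample, the ratios of lung and liver were compared within pools. Over the 8 pools Spearman's rho was -0.21 (exact permutation of the pairings, two-sided, p = 0.6191) and Pearson's r -0.11 (p = 0.6825). Without the 2 pools farthest from the median they were -0.2 and -0.26. This correlation over all pools leaves a mislabelled sample undecided, since an exchange of lung and liver inside a pool would not alter the pairing and 8 pools are too few to show that a match is lacking.

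Counts on Rn45s reached 26.19% of a library, the live heterozygous NAC one labelled lung, and stood at 0.85% in the lowest. No explanation was tested for this share.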

How the results depend on the processing

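Alternatives were chosen before the data were examined, apart from summing repeated symbols and the log2(FPKM + 1) scale, which were chosen after seeing the data. The repeats of a contrast are the 4 pup groups, and leaving out each in turn was one of the alternatives. The pup group enters the tests of NAC as a block.

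The numbers of genes past the criteria stayed within 1.5 times the number given under each scaling, without a filter on low counts, with a coefficient of variation of 0.1, with the fold change alone and with repeated symbols summed, in all 8 comparisons. With a coefficient of variation of 0.4 they were 3694 in live WT lung, 4047 in live heterozygous lung, 3426 in dead heterozygous lung, 1859 in dead null lung, 3215 in live WT liver, 3315 in live heterozygous liver, 3296 in dead heterozygous liver and 3449 in dead null liver. Scaling by library size alone, the percent of these genes that were higher with NAC moved to 68.6% in live WT lung, 55.3% in live heterozygous lung, 27.4% in dead heterozygous lung, 20.6% in dead null lung, 18.9% in live WT liver, 28.7% in live heterozygous liver, 72.5% in dead heterozygous liver and 37.2% in dead null liver, against 48%, 47.2%, 51.2%, 48.9%, 51%, 51.5%, 49% and 52.9% with TMM. Library size alone moved the median log2FC of all genes to 0.56 in live WT lung, 0.15 in live heterozygous lung, -0.63 in dead heterozygous lung, -0.59 in dead null lung, -1.02 in live WT liver, -0.58 in live heterozygous liver, 0.56 in dead heterozygous liver and -0.37 in dead null liver, from -0.15 to 0.10 with TMM. A scaling moves all genes of a comparison alike and so leaves changes relative to the median of all genes in place by construction. Relative to that median, the median of the CPLANE genes was 2.08 in live WT lung and -1.80 in dead heterozygous lung, and that of the unfolded protein response genes -0.26 in live WT lung.

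Of the tests across pup groups, the number of genes changed by NAC was 0 in lung and in liver with edgeR's quasi-likelihood test. This held with TMM, with relative log expression size factors and without a filter, with from 286 to 316 genes in lung and from 60 to 67 in liver at an unadjusted p under 0.05. The number was 29 in lung and 719 in liver with DESeq2's Wald test. Under each tissue label, the direction of the marker changes was not the same in all pup groups. That reversal enters the spread of these tests, so a 0 cannot show that a shared response was absent. Leaving out each group in turn gave 0 in lung each time, with from 52 to 407 genes at an unadjusted p under 0.05, and from 0 to 8362 in liver, the highest without dead heterozygous pups. In the remaining pairs labelled liver, lung markers were the higher set in the placebo library and liver markers in the NAC library. These 8362 genes therefore cannot be told from a difference between lung and liver. The other 3 fits in liver had from 4 to 21 genes at an unadjusted p under 0.05. The difference between live and dead groups stayed between 8802 and 9157 genes in lung, and in liver it was 0 with edgeR, with from 105 to 108 at an unadjusted p under 0.05, and 38 with DESeq2. The comparison of tissue labels gave 0 under each alternative, with from 7 to 189 at an unadjusted p under 0.05. The live minus dead difference of the ciliary genes lay from 3.37 to 3.77 in lung with a group left out, and in liver from -3.54 to 0.19, reversed without dead heterozygous pups. All marker alternatives kept the higher set of each of the 16 libraries, and the rho of the sex genes was -0.21 at both pseudocounts.

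Of the shares of gene sets, 383 values stayed within their 95% interval and 57 left it. Under scaling by library size alone, the share of lung development genes higher with NAC became 100% in dead heterozygous liver and 0% in dead null liver. For epithelial tube morphogenesis it was 0% in live WT liver. For endothelial tube morphogenesis it was 5% in dead null lung, 0% in live WT liver and 0% in live heterozygous liver. For oxidative stress response it was 46.6% in dead heterozygous lung, 41.75% in dead null lung, 42.72% in live WT liver and 57.28% in dead heterozygous liver. For glutathione metabolism it was 67.74% in live WT liver. For hypoxia response it was 40.35% in dead null lung, 28.07% in live WT liver and 66.67% in dead heterozygous liver. For unfolded protein response it was 60.22% in live WT lung, 38.71% in dead heterozygous lung, 44.57% in dead null lung, 25.81% in live WT liver, 41.94% in live heterozygous liver and 58.06% in dead heterozygous liver. For N-glycan biosynthesis it was 56.82% in live WT lung, 18.18% in dead heterozygous lung, 20.45% in dead null lung, 6.82% in live WT liver, 34.88% in live heterozygous liver, 81.82% in dead heterozygous liver and 45.45% in dead null liver. For Man1a2 interactors it was 29.17% in dead heterozygous lung, 27.66% in dead null lung, 21.28% in live WT liver, 27.08% in live heterozygous liver and 72.34% in dead heterozygous liver. Counting log2FC of at least 1 against at most -1, the share of CPLANE network genes higher with NAC became 21.71% in dead null lung. For lung development it was 100% in dead heterozygous liver and 0% in dead null liver. For epithelial tube morphogenesis it was 0% in live WT liver and 0% in dead null liver. For endothelial tube morphogenesis it was 0% in dead null lung, 0% in live WT liver and 0% in live heterozygous liver. For hypoxia response it was 55% in dead null lung and 72.41% in live heterozygous liver. For unfolded protein response it was 82.05% in dead null lung and 72.73% in live heterozygous liver. For N-glycan biosynthesis it was 33.33% in dead heterozygous lung, 37.5% in live WT liver, 63.64% in dead heterozygous liver and 45.45% in dead null liver. For Man1a2 interactors it was 72.73% in dead heterozygous lung, 83.33% in dead null lung, 71.43% in live WT liver, 78.57% in live heterozygous liver and 26.67% in dead heterozygous liver. With relative log expression size factors, the share of lung development genes higher with NAC became 100% in dead heterozygous liver. For endothelial tube morphogenesis it was 0% in live heterozygous liver. With genes at a mean of at least 10 CPM, the share of epithelial tube morphogenesis genes higher with NAC became 0% in dead heterozygous lung and 0% in live WT liver. The values within their interval include 88 on the log2(CPM + 1) scale, which cannot change the sign of a gene's change. The cause was not tested, apart from the shift of all genes given above.

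Among the named genes, 733 values stayed within 1 standard error, 483 moved by more and 32 changed sign. Library size alone turned the log2FC for Ift122 at 0.051 in live heterozygous lung, Hif1a at -0.51 in dead null lung, Hspa1a at -0.28 in dead null lung and -0.59 in live heterozygous liver, Psma7 at -0.17 in dead null lung and -0.35 in live WT liver, Xbp1 at -0.39 in dead null lung and -0.83 in live WT liver, Atf6 at -0.43 in dead heterozygous lung, -0.88 in live WT liver and 0.16 in dead heterozygous liver, Atf4 at 0.59 in live WT lung, -0.030 in live heterozygous liver and -0.23 in dead null liver and Man1a2 at 0.061 in live heterozygous lung. On the log2(FPKM + 1) scale, chosen after seeing the data, it turned for Ift122 at 0.019 in live heterozygous lung, Hif1a at -0.48 in dead null lung, Hspa1a at -0.18 in dead null lung and -0.36 in live heterozygous liver, Psma7 at -0.17 in dead null lung and -0.34 in live WT liver, Xbp1 at -0.38 in dead null lung and -0.80 in live WT liver, Atf6 at -0.38 in dead heterozygous lung, -0.79 in live WT liver and 0.14 in dead heterozygous liver, Atf4 at 0.58 in live WT lung, -0.029 in live heterozygous liver and -0.23 in dead null liver and Man1a2 at 0.051 in live heterozygous lung. Relative log expression size factors turned Hspa1a at -0.0092 in live heterozygous liver and Atf4 at 0.030 in live WT lung. A scaling moves all genes of a comparison alike, so the sign changes under a scaling follow the shift of all genes given above. In dead null lung, library size alone took the median of all genes from 0.10 to -0.59 and Hif1a from 0.17 to -0.51. No other cause was tested. Depth limits genes at or under 3 counts in a library, for which only a bound is given.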

Differences from the paper's values

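The paper's log2FC and the shares counted from them come from Supplementary Table 4. Of 280 log2FC of named genes compared, 196 differed from the paper's. A value was counted as differing where its sign was the opposite of the paper's or where the gap was larger than the standard error implied by the assumed coefficient of variation and the counts, which is not a replicate SD. A bound was counted where its sign was the opposite or where it was over 1.5 times the paper's fold. Scaled by library size alone 93 differed, with relative log expression size factors 177, on the log2(CPM + 1) scale 193 and on the log2(FPKM + 1) scale, chosen after seeing the values, 131. The sign was the opposite of the paper's for 15 values with TMM and for 0 with library size alone. A log2FC given as at least or at most is a bound against 3 counts. Below, the values of each comparison are grouped by the alternatives under which they no longer differed in this sense, and an alternative not named for a value left the gap open.

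In live WT lung the log2FC was Dync1i2 0.65 against the paper's 1.3, Ift43 2.27 against the paper's 2.85, Ift172 0.32 against the paper's 0.89, Bmp4 1.39 against the paper's 1.96, Nfkb1 0.75 against the paper's 1.38 and Hif1a 1.18 against the paper's 1.81, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Among live WT lung values the log2FC was Psma7 -1.39 against the paper's -0.75, Top2a -3.39 against the paper's -2.67, Ctnnb1 1.06 against the paper's 1.71, Pcm1 1.33 against the paper's 1.92, Xbp1 -1.56 against the paper's -0.9 and Atf6 0.66 against the paper's 1.29, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. With NAC in live WT lung the log2FC was Atf4 -0.06 against the paper's 0.63 and Man1a2 0.45 against the paper's 1.06, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Also in live WT lung the log2FC was Dnah6 at least 5.83 against the paper's 2.61, Dnah11 4.39 against the paper's 2.07 and Dnah2 3.76 against the paper's 1.76, and no alternative set before the data were examined closed the gap. Within live WT lung the log2FC was Ccdc39 at least 4.81 against the paper's 3.27, Gli2 3.41 against the paper's 2.24 and Shh at least 5.48 against the paper's 4.42, and with the log2(CPM + 1) scale the value no longer differed from the paper's. Again in live WT lung the log2FC was Dnah5 at least 5.7 against the paper's 2.31 and Armc4 at least 2.82 against the paper's 1.8, and with the log2(CPM + 1) scale the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Further in live WT lung the log2FC was Dync2li1 1.1 against the paper's 1.63 and Foxf1 5.34 against the paper's 5.84, and with relative log expression size factors and library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. For live WT lung the log2FC was Ift122 0.72 against the paper's 1.21 and Notch1 2.84 against the paper's 3.34, and with relative log expression size factors and library size alone the value no longer differed from the paper's. Elsewhere in live WT lung the log2FC was Bcl9l 2.73 against the paper's 3.26, and with library size alone the value no longer differed from the paper's.

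In live heterozygous lung the log2FC was Dnaaf3 at least 4.58 against the paper's 3.04, Ccdc39 3.91 against the paper's 2.47, Foxj1 6.42 against the paper's 5.33, Hspa1a 8.7 against the paper's 7.55, Gli2 4.41 against the paper's 2.34 and Shh at least 4.62 against the paper's 3.12, and with the log2(CPM + 1) scale the value no longer differed from the paper's. Among live heterozygous lung values the log2FC was Dnah6 at least 6.4 against the paper's 2.78, Dnah11 4.26 against the paper's 1.94 and Dnah2 4.36 against the paper's 1.93, and no alternative set before the data were examined closed the gap. With NAC in live heterozygous lung the log2FC was Ift122 -0.23 against the paper's 0.04 and Man1a2 -0.22 against the paper's 0.06, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Also in live heterozygous lung the log2FC was Dnah5 at least 6.11 against the paper's 2.34, and no alternative set before the data were examined closed the gap, although it closed on the log2(FPKM + 1) scale, chosen after seeing the values. Within live heterozygous lung the log2FC was Armc4 at least 3.51 against the paper's 2.01, and with the log2(CPM + 1) scale the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values.

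In dead heterozygous lung the log2FC was Bcl9l -1.87 against the paper's -2.47, Dync1i2 -0.49 against the paper's -1.19, Foxf1 -5.12 against the paper's -5.65, Bmp4 -2.43 against the paper's -3.05, Nfkb1 -1.05 against the paper's -1.73 and Hif1a -0.94 against the paper's -1.62, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Among dead heterozygous lung values the log2FC was Hspa1a 2.19 against the paper's 1.42, Psma7 0.79 against the paper's 0.08, Top2a 3.74 against the paper's 2.99, Ctnnb1 -1.72 against the paper's -2.41, Notch1 -1.71 against the paper's -2.31 and Pcm1 -0.8 against the paper's -1.47, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. With NAC in dead heterozygous lung the log2FC was Xbp1 -0.27 against the paper's -0.98, Atf6 0.28 against the paper's -0.42, Atf4 1.23 against the paper's 0.51 and Man1a2 -0.57 against the paper's -1.23, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Also in dead heterozygous lung the log2FC was Dnah6 at most -5.85 against the paper's -2.75, Dnaaf3 at most -3.52 against the paper's -2.69, Ccdc39 at most -5.24 against the paper's -3.8 and Shh at most -6.57 against the paper's -5.62, and with the log2(CPM + 1) scale the value no longer differed from the paper's. Within dead heterozygous lung the log2FC was Dnah5 at most -5.93 against the paper's -2.63, Dnah11 at most -5.61 against the paper's -2.51 and Armc4 at most -3.13 against the paper's -2.14, and with the log2(CPM + 1) scale the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Again in dead heterozygous lung the log2FC was Ift43 -2.79 against the paper's -3.41 and Ift172 -1.45 against the paper's -1.99, and with library size alone the value no longer differed from the paper's. Further in dead heterozygous lung the log2FC was Drc1 at most -4.75 against the paper's -3.65, and no alternative set before the data were examined closed the gap. For dead heterozygous lung the log2FC was Dync2li1 -2.54 against the paper's -3.06, and with relative log expression size factors and library size alone the value no longer differed from the paper's.

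In dead null lung the log2FC was Dync1i2 -0.43 against the paper's -1.11, Foxf1 -3.74 against the paper's -4.32, Nfkb1 -0.61 against the paper's -1.26, Hif1a 0.17 against the paper's -0.5, Hspa1a 0.4 against the paper's -0.25 and Psma7 0.51 against the paper's -0.18, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Among dead null lung values the log2FC was Top2a 2.89 against the paper's 2.17, Ctnnb1 -2.18 against the paper's -2.85, Notch1 -0.81 against the paper's -1.44, Pcm1 -0.63 against the paper's -1.27, Xbp1 0.3 against the paper's -0.38 and Atf6 1.3 against the paper's 0.61, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. With NAC in dead null lung the log2FC was Atf4 1.68 against the paper's 1.0 and Man1a2 -0.53 against the paper's -1.15, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Also in dead null lung the log2FC was Drc1 at most -3.97 against the paper's -3.21, Ccdc39 at most -5.06 against the paper's -3.76, Gli2 -2.98 against the paper's -2.37 and Shh at most -6.01 against the paper's -5.09, and with the log2(CPM + 1) scale the value no longer differed from the paper's. Within dead null lung the log2FC was Dnah6 at most -5.35 against the paper's -2.4, Dnah11 at most -5.21 against the paper's -2.21 and Armc4 at most -2.03 against the paper's -1.38, and with the log2(CPM + 1) scale the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Again in dead null lung the log2FC was Bmp4 -2.68 against the paper's -3.2 and Dgke -0.32 against the paper's -0.86, and with relative log expression size factors and library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Further in dead null lung the log2FC was Dnah5 at most -5.5 against the paper's -2.31, and no alternative set before the data were examined closed the gap, although it closed on the log2(FPKM + 1) scale, chosen after seeing the values. For dead null lung the log2FC was Bcl9l -2.44 against the paper's -2.94, and with relative log expression size factors and library size alone the value no longer differed from the paper's. Elsewhere in dead null lung the log2FC was Ift43 -1.97 against the paper's -2.56, and with library size alone the value no longer differed from the paper's.

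In live WT liver the log2FC was Bcl9l -1.76 against the paper's -2.75, Dync1i2 -0.41 against the paper's -1.47, Dync2li1 -1.11 against the paper's -2.11, Foxf1 -3.38 against the paper's -4.39, Bmp4 -2.45 against the paper's -3.42 and Nfkb1 -0.78 against the paper's -1.82, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Among live WT liver values the log2FC was Hif1a -0.75 against the paper's -1.79, Hspa1a 2.68 against the paper's 1.55, Psma7 0.72 against the paper's -0.35, Top2a 3.68 against the paper's 2.57, Ctnnb1 -1.85 against the paper's -2.92 and Notch1 -1.24 against the paper's -2.23, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. With NAC in live WT liver the log2FC was Pcm1 -0.61 against the paper's -1.63, Xbp1 0.25 against the paper's -0.82, Atf6 0.2 against the paper's -0.86, Atf4 1.11 against the paper's 0.02 and Man1a2 -1.35 against the paper's -2.32, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Also in live WT liver the log2FC was Rsph9 -1.9 against the paper's -2.69, Ift43 -2.2 against the paper's -3.18, Ift122 -0.45 against the paper's -1.4, Ift172 -1.57 against the paper's -2.43, Notch4 -3.05 against the paper's -3.82 and Dgke -0.99 against the paper's -1.75, and with library size alone the value no longer differed from the paper's. Within live WT liver the log2FC was Dnah6 -4.8 against the paper's -2.78, Dnah11 -4.1 against the paper's -2.26, Ccdc39 at most -5.16 against the paper's -4.09 and Shh at most -6.84 against the paper's -6.13, and with the log2(CPM + 1) scale the value no longer differed from the paper's. Again in live WT liver the log2FC was Dnah5 at most -5.56 against the paper's -2.64 and Armc4 at most -3.13 against the paper's -2.34, and with the log2(CPM + 1) scale the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values.

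In live heterozygous liver the log2FC was Bcl9l -1.35 against the paper's -1.96, Dync1i2 -0.64 against the paper's -1.3, Ift43 -2.08 against the paper's -2.68, Bmp4 -2.61 against the paper's -3.19, Nfkb1 -0.6 against the paper's -1.25 and Hif1a -0.99 against the paper's -1.64, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Among live heterozygous liver values the log2FC was Hspa1a 0.08 against the paper's -0.52, Psma7 0.94 against the paper's 0.26, Top2a 3.21 against the paper's 2.49, Ctnnb1 -1.36 against the paper's -2.01, Notch1 -1.47 against the paper's -2.05 and Pcm1 -1.2 against the paper's -1.82, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. With NAC in live heterozygous liver the log2FC was Xbp1 0.75 against the paper's 0.08, Atf6 -0.28 against the paper's -0.93, Atf4 0.65 against the paper's -0.04 and Man1a2 -0.3 against the paper's -0.94, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Also in live heterozygous liver the log2FC was Dnah5 at most -6.39 against the paper's -2.99, Ccdc39 at most -5.46 against the paper's -4.06, Dnah2 -4 against the paper's -1.86, Gli2 -3.66 against the paper's -2.8 and Shh at most -6.85 against the paper's -5.44, and with the log2(CPM + 1) scale the value no longer differed from the paper's. Within live heterozygous liver the log2FC was Dnah6 -5.05 against the paper's -2.61 and Dnah11 -4.17 against the paper's -2.23, and no alternative set before the data were examined closed the gap. Again in live heterozygous liver the log2FC was Ift122 -0.89 against the paper's -1.41 and Ift172 -1.52 against the paper's -2.01, and with relative log expression size factors and library size alone the value no longer differed from the paper's. Further in live heterozygous liver the log2FC was Armc4 at most -2.76 against the paper's -1.82, and with the log2(CPM + 1) scale the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. For live heterozygous liver the log2FC was Foxf1 -4.77 against the paper's -5.3, and with relative log expression size factors and library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values.

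In dead heterozygous liver the log2FC was Bcl9l 1.88 against the paper's 2.48, Dync1i2 0.53 against the paper's 1.22, Foxf1 5.01 against the paper's 5.58, Nfkb1 1.01 against the paper's 1.69, Hif1a 1.48 against the paper's 2.16 and Psma7 -0.76 against the paper's -0.05, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Among dead heterozygous liver values the log2FC was Top2a -3.41 against the paper's -2.65, Ctnnb1 1.54 against the paper's 2.23, Notch1 2.24 against the paper's 2.84, Pcm1 0.69 against the paper's 1.35, Xbp1 0.2 against the paper's 0.9 and Atf6 -0.55 against the paper's 0.15, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. With NAC in dead heterozygous liver the log2FC was Atf4 -0.78 against the paper's -0.09 and Man1a2 0.51 against the paper's 1.17, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Also in dead heterozygous liver the log2FC was Dnah5 at least 6.42 against the paper's 2.94, Dnaaf3 at least 4.08 against the paper's 3.09, Ccdc39 at least 5.55 against the paper's 4.07, Dnah2 2.22 against the paper's 1.43, Gli2 3.46 against the paper's 2.77 and Shh at least 5.74 against the paper's 4.66, and with the log2(CPM + 1) scale the value no longer differed from the paper's. Within dead heterozygous liver the log2FC was Dnah6 6.11 against the paper's 3.23, Dnah11 5.04 against the paper's 2.19, Drc1 at least 5.05 against the paper's 3.82 and Foxj1 6.89 against the paper's 5.81, and no alternative set before the data were examined closed the gap. Again in dead heterozygous liver the log2FC was Ift43 2.77 against the paper's 3.37, Bmp4 3.05 against the paper's 3.56, Hspa1a 1.87 against the paper's 2.34 and Dgke 1.44 against the paper's 1.9, and with relative log expression size factors and library size alone the value no longer differed from the paper's. Further in dead heterozygous liver the log2FC was Armc4 at least 3.39 against the paper's 2.22, and with the log2(CPM + 1) scale the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values.

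In dead null liver the log2FC was Dync1i2 -0.84 against the paper's -1.28, Nfkb1 -0.94 against the paper's -1.37, Hif1a -0.83 against the paper's -1.26, Psma7 1.86 against the paper's 1.4, Ctnnb1 -1.1 against the paper's -1.56 and Xbp1 1.13 against the paper's 0.67, and with relative log expression size factors and library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Among dead null liver values the log2FC was Atf6 -0.69 against the paper's -1.11, and with relative log expression size factors and library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. With NAC in dead null liver the log2FC was Dnaaf3 at most -3.71 against the paper's -2.61, Ccdc39 at most -5.15 against the paper's -3.56, Dnah2 -2.39 against the paper's -1.23, Gli2 -2.8 against the paper's -2.17 and Shh -5.26 against the paper's -4.39, and with the log2(CPM + 1) scale the value no longer differed from the paper's. Also in dead null liver the log2FC was Dnah6 -5.16 against the paper's -2.52 and Dnah11 -5.13 against the paper's -2.57, and no alternative set before the data were examined closed the gap. Within dead null liver the log2FC was Top2a 2.87 against the paper's 2.35 and Atf4 0.22 against the paper's -0.21, and with library size alone the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values. Again in dead null liver the log2FC was Dnah5 at most -6.11 against the paper's -2.56, and no alternative set before the data were examined closed the gap, although it closed on the log2(FPKM + 1) scale, chosen after seeing the values. Further in dead null liver the log2FC was Armc4 at most -3.55 against the paper's -2.24, and with the log2(CPM + 1) scale the value no longer differed from the paper's, nor did it on the log2(FPKM + 1) scale, chosen after seeing the values.

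Of 88 shares of gene sets, 18 differed from those counted from the paper's log2FC, in that the gap was larger than the wider side of the Wilson 95% interval and one share was over 1.5 times the other. The share of hypoxia response genes above 0 was 70.2% in dead null lung against the paper's 40.4% and 64.9% in live WT liver against the paper's 28.1%. The share of unfolded protein response genes above 0 was 39.8% in live WT lung against the paper's 60.2%, 67.7% in dead heterozygous lung against the paper's 38.7%, 71.7% in dead null lung against the paper's 44.1%, 68.8% in live WT liver against the paper's 25.8%, 62.4% in live heterozygous liver against the paper's 39.8% and 35.5% in dead heterozygous liver against the paper's 58.1%. The share of N-glycan biosynthesis genes above 0 was 52.3% in dead heterozygous lung against the paper's 20.5%, 50% in dead null lung against the paper's 20.5%, 52.3% in live WT liver against the paper's 6.8%, 62.8% in live heterozygous liver against the paper's 34.1% and 40.9% in dead heterozygous liver against the paper's 81.8%. The share of Man1a2 interactors genes above 0 was 56.2% in dead heterozygous lung against the paper's 29.2%, 53.2% in dead null lung against the paper's 27.1%, 51.1% in live WT liver against the paper's 20.8%, 60.4% in live heterozygous liver against the paper's 27.1% and 42.6% in dead heterozygous liver against the paper's 70.8%. Scaled by library size alone, 0 of the 88 differed, and with relative log expression size factors 16.

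In some places the direction differs from the paper's statements. The paper describes Hif1a in dead null lung as opposite to live pups, and its log2FC here was 0.17, which turned under library size alone. Ift122, an example of the genes upregulated in live heterozygous lung, was at -0.23, which turned likewise. For the stress response genes of liver outside dead heterozygous pups the paper describes a large part as downregulated, and the shares above 0 here were 60.2% of oxidative stress response and 90.3% of glutathione metabolism genes in live WT liver. The glutathione shares counted from the paper's log2FC were also above 50%. They were 67.7% in live WT, 87.1% in live heterozygous and 87.1% in dead null liver. The oxidative stress share counted from them in live WT liver was 43.7%. Under library size alone the oxidative stress share in live WT liver was 42.7%, on the paper's side of 50%, and the glutathione share 67.7%.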

Other observations

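The expectation of each test was written before the counts were examined, after Supplementary Table 4 had been read, and the explanations of the marker pattern are weighed with the libraries concerned.

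Across all splits of the 4 pup groups by exchange of NAC and placebo, 8 of 8 gave at least as many genes as the real one in lung, where the real count was 0, and 8 of 8 in liver. A total of 6708 genes arose in lung when NAC and placebo were exchanged in both live groups together, the exchange that sets live against dead groups, and 9134 in liver when they were exchanged in dead heterozygous pups. After each of these exchanges the lung markers changed in the same direction in every pair, so these genes cannot be told from a difference between lung and liver. For the live against dead difference in liver, 3 of 3 splits gave at least as many genes as the real 0. Of 100 splits of the 16 libraries into 8 and 8, all 100 gave at least as many genes as the tissue labels' 0, and 1 of the others gave any, with 6763. Where the real count is 0, every split gives at least as many, so these shares were fixed in advance and show nothing about the labels. The tissue labels' own count does: 0 of 14092 genes passed, with 11 at an unadjusted p under 0.05. In simulated data that comparison recovered 200 of 200 genes changed 8-fold. The log2 differences of the lung and liver markers lay between -0.76 (Lamp3) and 0.195 (Apoa1). These values argue against labels that separate lung from liver over the 16 libraries. They do not show which labels are wrong.

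The library whose log2(CPM + 1) correlated most with another across genes was live heterozygous placebo labelled lung with dead null NAC labelled liver, at r = 0.993. Live WT placebo labelled lung was closest to live heterozygous NAC labelled liver, at 0.99, and correlated at 0.505 with the liver library of its own pool. Genes are not independent replicates.

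By the rule of the gene with the largest change each way among genes with a mean of at least 10 CPM, live WT lung had Atp6v0a4 at least 9.75 higher and Uox at most -11.46, with 2305 counts of the first with NAC and 9434 of the second with placebo. Uox was at least 11.99 in dead heterozygous lung, where Sec14l3 was at most -11.29. In live heterozygous lung Lyz1 was at least 11.73 and Cfhr2 at most -9.74. In dead null lung they were Tnnc2 at least 7.84 and Cxcl15 at most -10.92. Among the liver comparisons, Scgb3a2 was at most -11.09 in live WT liver, and the genes were Cyp2c69 at least 10.35 and Nkx2-1 at most -9.39 in live heterozygous liver, Cxcl15 at least 12.71 and G6pc at most -12.32 in dead heterozygous liver and Apcs at least 11.17 and Sftpb at most -12.73 in dead null liver. Nkx2-1 and Sftpb are themselves among the lung markers. Lung and liver markers changed in opposite directions in all 8 comparisons, so these largest changes cannot be told from a difference between lung and liver.

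Of genes the paper discusses from quantitative PCR or elsewhere, the RNA sequencing log2FC of Man1a2 in lung was 0.45 in live WT, -0.22 in live heterozygous, -0.57 in dead heterozygous and -0.53 in dead null, a value for the gene and not for exon 2, with a sign in live heterozygous lung that turned under library size alone. The paper reports Arl13b, Ift74 and Dnah11 higher with NAC in lung of each genotype by quantitative PCR. Arl13b was at 1.58 in live WT, 1.30 in live heterozygous, -1.09 in dead heterozygous and -1.05 in dead null and Ift74 at 0.98 in live WT, 0.43 in live heterozygous, -1.19 in dead heterozygous and -1.87 in dead null. The live placebo and the dead NAC libraries, labelled lung, had liver markers above lung markers, and the dead null placebo library held both sets. The values of Man1a2, Arl13b and Ift74 therefore test the quantitative PCR in neither direction. Xbp1 was at -1.56 in live WT, -1.69 in live heterozygous, -0.27 in dead heterozygous and 0.30 in dead null, Atf6 at 0.66 in live WT, 0.92 in live heterozygous, 0.28 in dead heterozygous and 1.30 in dead null and Atf4 at -0.06 in live WT, 0.24 in live heterozygous, 1.23 in dead heterozygous and 1.68 in dead null, with signs that depended on the scaling for Xbp1 in dead null, Atf6 in dead heterozygous and Atf4 in live WT lung.

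The correlation of the log2FC here with those of Supplementary Table 4 over its 847 genes was from 0.907 to 0.944 across the 8 comparisons, and from 0.99 to 0.995 on the log2(CPM + 1) scale.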
